# Identification and Profiling of microRNAs in Goat Endometrium during Embryo Implantation

**DOI:** 10.1371/journal.pone.0122202

**Published:** 2015-04-17

**Authors:** Yuxuan Song, Xiaopeng An, Lei Zhang, Mingzhe Fu, Jiayin Peng, Peng Han, Jingxing Hou, Zhanqin Zhou, Bingyun Cao

## Abstract

**Background:**

MicroRNAs (miRNAs) are short, highly conserved small noncoding RNAs that had fundamental roles in post-transcriptional gene expression, and they are crucial for proper control of biological processes and known to participate in embryo implantation. However, miRNA expression profiles in the pre-receptive and receptive phases of the goat endometrium during embryo implantation are unknown.

**Results:**

A total of 1,069 and 847 miRNAs were expressed in receptive (R) and pre-receptive (P) goat endometrium, and 632 miRNAs were co-expressed in both phases. We identified 545 (50.98%) known miRNAs in the R library and 522 (61.63%) in the P library. There were 110 up-expressed miRNAs and 33 down-expressed miRNAs in receptive endometrium compared with the pre-receptive endometrium meeting the criteria of *P*-values< 0.05. Moreover, GO and KEGG analysis of the target genes of the differentially expressed miRNAs revealed some candidate miRNAs, genes and pathways that may involve in the formation of the receptive endometrium. Based on stem-loop RT-qPCR, 15 miRNAs were detected and the results suggested that the majority of the miRNA expression data measured by Solexa deep sequencing could represent actual miRNA expression levels.

**Conclusions:**

Our data revealed the first miRNA profile related to the biology of the goat receptive endometrium during embryo implantation, and the results suggested that a subset of miRNAs might play important roles in the formation of endometrial receptivity. Thus, elucidating the physiological roles of endometrial miRNAs will help us better understand the genetic control of embryo implantation in goats.

## Introduction

Embryo implantation is a crucial step in mammalian reproduction [1]. Endometrium sensitivity to embryo implantation is classified as a pre-receptive phase and a receptive phase in mammals [2, 3]. The development of a receptive endometrium is a complex process and appropriate endometrial preparation with stromal proliferation and epithelial differentiation is stimulated prior to embryo–uterine interactions [4], which is a spatial and temporal phenomenon known as the ‘window of implantation’ [5, 6]. During this restricted period, a folded endometrial epithelial bilayer develops and the endometrium acquires the adhesive properties that allow embryo adhesion and its subsequent invasion [7].

Some factors act directly on the endometrium, and regulated endometrial functions promote the interactions between endometrium and embryo [8]. Accumulated evidence suggests that hormones [9], homeobox proteins [10], morphogens [11] and other factors participate in the preparation of endometrial receptivity [12]. Moreover, molecular studies have extensively investigated the expression and regulation of different factors connected with endometrial receptivity, with the list of possible genes involved in the establishment of a receptive endometrium increasing exponentially in rats, pigs, and humans [13, 14]. Gaining a solid understanding of the molecular mechanisms underlying endometrium remodeling is important for investigation into reproduction of female goats, which is the most economically important component in commercial goat breeding [15, 16].

Endometrial receptivity is a dynamic process that was believed to be under post-transcriptional regulation because several genes expressed in the endometrium were identified as being epigenetically regulated [17]. MicroRNAs (miRNAs), with an average length between 18 nt and 26 nt [18], are a new class of small non-coding RNAs that function as negative regulators by repressing gene expression, inhibiting translation or regulating mRNA degradation [19]. miRNA recognition is based on either incomplete or complete complementarity to target sequences within the 3’ untranslated region (3’UTR) at the post-transcriptional level [7, 20]. Between 1 and 5% of genes are predicted to encode miRNA, and these miRNA may regulate the expression of as many as 30% of mRNA [21, 22]. Mature miRNA are synthesized through a multi-step process that concludes with the cleavage of the pre-miRNA stem-loop by the RNase III enzyme Dicer1. A single miRNA can target hundreds of mRNAs [23]. Thus, miRNA are potential regulators of endometrial receptivity at the post-transcriptional level via targeting of mRNAs for degradation or translational repression [19, 20]. Differentially expressed miRNAs have been identified in the mouse, rat and human uterus [14, 24], as well as the porcine placenta [25, 26].

Nevertheless, little information was available on miRNA expressed in the goat endometrium, and differences between the pre-receptive and receptive phases during embryo implantation were unknown. Focusing on these points, we aimed to gain more understanding of the complex regulation of endometrial receptivity in healthy multiparous dairy goats by analyzing miRNA expression in the endometrium at gestational day 5 (pre-receptive endometrium phase) and gestational day 15 (receptive endometrium phase) using Illumina Solexa technology. And then we investigated the known miRNAs, potential novel miRNAs, differentially expressed miRNAs and their target genes. Given the biological functions of miRNAs at the posttranscriptional level and genes usually interact with each other to play their roles, GO enrichment and KEGG pathway analysis were also made in this study. The results would provide further understanding of the miRNAs role in the regulation mechanism of the endometrial receptivity.

## Results

### Overview of sequencing data

To systematically identify small RNAs and changes in the expression level of miRNAs between the pre-receptive and receptive phases of the endometrium in Xinong Saanen dairy goats, we purified and sequenced small RNAs from the goat endometrium. A total of 7,717,603 and 6,307,668 raw reads were obtained from the R (receptive) and P (pre-receptive) endometrium, respectively. 

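Endometrium was collected from 10 goats on day 5 of pregnancy (P, pre-receptive phase) and from 10 goats on day 15 (R, receptive phase). Total RNA of 9 goats per phase was mixed into 3 samples of the same concentration, and the library of each phase was sequenced 3 times on an Illumina instrument. The tables deposited by the authors give 1 value per miRNA and library, so there were 2 libraries in all and no replicates. The authors removed adapters, junk reads, common RNA families and repeats, matched the rest to miRBase 20.0 precursors and to the genome, and listed each miRNA with its normalized expression (NE), a signal proportional to its reads. Tested on the values, 1 read was worth 0.860 NE for every listed entry of the R library and 1.16 NE for every listed entry of the P library. The values were therefore reads divided by 1 size factor per library, not reads over the total of clean reads as in the formula of the methods. Reads were recovered by dividing NE by the worth of 1 read, and the values of a name listed for several precursors were counted once for NE and summed for reads. For such a name NE is that of 1 entry and the reads are those of all its entries, as for oar-miR-133_L+1 with 144.89 NE and 337 reads in R. Some values were fractions of a read, as when a read is divided among the sequences it fits, and 90.2% of the known sequences of the R library and 90.9% of those of the P library had a whole number of reads. Differences between the libraries were tested by Fisher's exact test (two-sided) on the rounded reads of a miRNA against the remaining clean reads, and each ratio was given its 95% exact (Clopper-Pearson) interval. A count of 0 was read as allowing up to 3 reads, equal to 2.58 NE in the R library and 3.49 NE in the P library. A fold against a library with fewer reads than this was taken against 3 reads. Such a fold does not include the counting error of the reads, which the exact interval gives. PCR reads without molecular identifiers are not independent molecules, so the intervals and these limits cover counting error only. The tests compare 1 R library with 1 P library and not the phases, since the spread between goats or pools was not measured.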

To assess the efficiency of Solexa sequencing and the quality of the sequences, all reads were annotated and classified by aligning against the miRBase 20.0 database (ftp://mirbase.org/pub/mirbase/CURRENT/), the Rfam database (http://rfam.janelia.org), the Repbase database (http://www.girinst.org/repbase), the Genome database (http://goat.kiz.ac.cn/GGD/download.htm) and the mRNA database (http://goat.kiz.ac.cn/GGD/download.htm). Small RNAs were classified into different categories according to their annotations. Next, 3’ ADT and length filter, junk reads, Rfam, mRNA, repeats, rRNA, tRNA, snRNA and snoRNA sequences, as well as other Rfam RNA sequences, were separated out and discarded. As a result, 4,233,874 clean reads representing 284,622 unique sequences from the R library were obtained, and 5,386,427 clean reads representing 139,040 unique sequences from the P library (Table 1). 

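Clean reads made up 54.9% of the raw reads of the R library and 85.4% of those of the P library. Reads assigned to tRNA were 1.26% of the raw reads in R and 0.617% in P. Among the clean reads, sequences of 18 or 19 nt accounted for 12.8% in R and 3.97% in P. The known miRNAs of the deposited tables held 1904242 reads in R and 4046632 reads in P, and the predicted candidates held 8119.5 and 3717.5 reads. The reads of all listed miRNAs together equalled 45.2% of the clean reads in R and 75.2% in P.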

The lengths of the majority of the clean reads ranged between 18 and 26 nt. The most abundant class size in the small RNA sequence distribution was 22 nt, which accounted for 38.54% and 51.43% of reads in the R and P libraries, respectively, followed by 21 nt (17.03% and 18.27%), 23 nt (13.65% and 11.33%) and 20 nt (8.81% and 11.68%), suggesting that they were typical small RNA (Fig 1, Table 2).

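The deposited tables give a length for the sequence of each known miRNA or candidate, and none for the reads counted under it. Listed sequences of 22 nt held 78.7% of the listed reads in the R library and 91.8% in the P library. Those of 21 nt held 14.2% and 4.73%, and those of 23 nt held 5.96% and 3.22%. With the most abundant name, aja-miR-143_1ss22GT of 22 nt, left out, the share of 22 nt was 74.2% in R and 86.4% in P. The 91.8% in P comes to more reads than all clean reads of 22 nt counted by the paper. These shares are therefore not a length distribution of reads and cannot be set beside that of the clean reads.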

**Fig 1:**
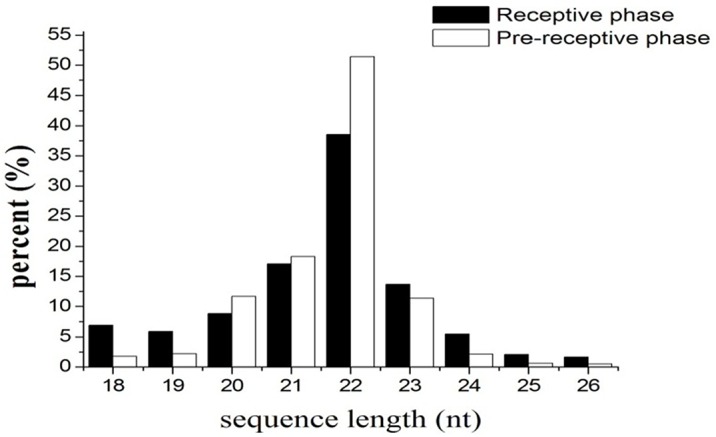
The size distribution of the small RNAs in R and P libraries.

**Table 1:** Summary of reads from raw data to cleaned sequences for small RNAs in Receptive Versus Pre-receptive Endometrium in goat.

Item	R library (receptive endometrium)		P library (pre-receptive endometrium)	
	Total (%)	Unique (%)	Total (%)	Unique (%)
Raw reads	7717603(100%)	1028383(100%)	6307668(100%)	401202(100%)
3’ADT&length	2461440(31.89%)	618853(60.18%)	589698(9.35%)	215293(53.66%)
Junk reads	6783(0.09%)	3180(0.31%)	1778(0.03%)	1188(0.3%)
Rfam	801419(10.38%)	41322(4.02%)	274894(4.36%)	21723(5.41%)
mRNA	236734(3.07%)	80731(7.85%)	62332(0.99%)	24153(6.02%)
Repeats	104302(1.35%)	12589(1.22%)	39894(0.63%)	5197(1.3%)
rRNA	601798(7.8%)	17270(0.22%)	191856(3.04%)	9341(0.15%)
tRNA	96971(1.26%)	6847(0.09%)	38937(0.62%)	2487(0.04%)
snoRNA	23920(0.31%)	6185(0.08%)	17307(0.27%)	4362(0.07%)
snRNA	20979(0.27%)	4648(0.06%)	7101(0.11%)	2284(0.04%)
other Rfam RNA	57751(0.75%)	6372(0.08%)	19693(0.31%)	3249(0.05%)
Clean reads	4233874(54.86%)	284622(%)	5386427(85.39%)	139040(34.66%)

Notes: 3’ADT & length filter: reads removed due to 3ADT not found and length with<18 and >26 were remove (for animals). Junk: > = 2N, > = 7A, > = 8C, > = 6G, > = 7T, > = 10 Dimer, > = 6 Trimer, or > = 5 Tetramer. Rfam: Collection of many common non-coding RNA families except micro RNA; http://rfam.janelia.org. mRNA: http://goat.kiz.ac.cn/GGD/download.htm; Repeats: Prototypic sequences representing repetitive DNA from different eukaryotic species; http://www.girinst.org/repbase, there is overlap in mapping of reads with rRNA, tRNA, snRNA, snoRNA and repeats.

**Table 2:** Length distribution of sRNAs in this study.

Length	R library		P library	
	Number	Percentage (%)	Number	Percentage (%)
18	290680	6.87	94892	1.76
19	249942	5.9	118829	2.21
20	373005	8.81	629143	11.68
21	721054	17.03	984344	18.27
22	1631903	38.54	2770035	51.43
23	577842	13.65	610482	11.33
24	230879	5.45	116718	2.17
25	88735	2.1	33927	0.63
26	69834	1.65	28057	0.52
Total cleaned Reads	4233874	100	5386427	100

The clean reads were subjected to advanced bioinformatic analyses and divided into four groups. (1) Group 1b, containing 14 miRNAs corresponding to 8 pre-miRNAs and miRNAs in miRBase 20.0; the pre-miRNAs further map to the genome and EST. (2) Group 2a, containing 215 miRNAs corresponding to 174 pre-miRNAs and miRNAs in miRBase 20.0; the mapped pre-miRNAs do not map to the genome, but the reads (including the miRNAs of the pre-miRNAs) map to the genome. The extended genome sequences from the genome loci may form hairpins. (3) Group 3a, containing 326 miRNAs corresponding to 270 pre-miRNAs and miRNAs in miRBase 20.0. The mapped pre-miRNAs and the reads do not map to the genome. (4) Group 4a, containing 621 miRNAs corresponding to 636 pre-miRNAs. Reads do not map to selected pre-miRNAs in miRbase 20.0, but do map to the genome. The extended genome sequences might form hairpins (Table 3). From this analysis, 1,284 miRNAs were identified, and 632 of these were co-expressed in both libraries, 1,069 miRNAs were detected in the R library, 847 were detected in the P library (Fig 2).

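Counting each distinct name once, 1208 miRNAs had an NE above 0, of which 1002 were detected in the R library, 782 in the P library and 576 in both. Some names are listed once per precursor, and counting every entry gave 1284 in all, with 1069 in R, 847 in P and 632 in both. Counting each mature sequence once gave 1176 in all and 549 in both. Depth moved these numbers most. With at least 3 reads required in a library, 500 names were detected in R and 437 in P, and 390 reached 3 reads in both. With at least 10 reads, 296 names were detected in both.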

**Fig 2:**
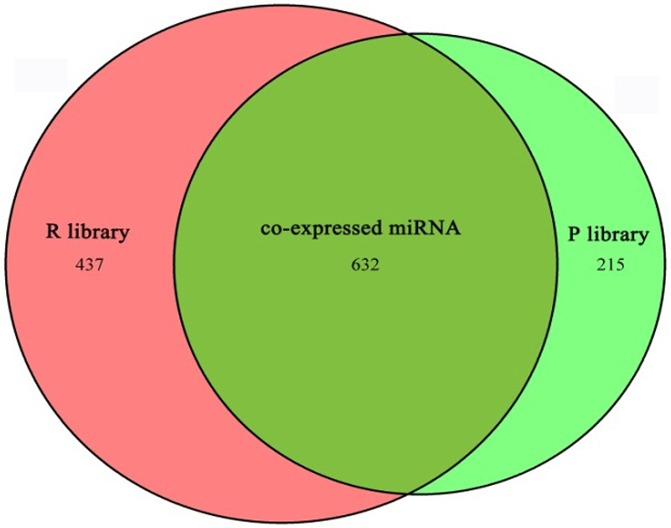
Venn diagrams of detected miRNAs.

**Table 3:** Number of known miRNAs and novel miRNA candidates.

Groups:	Total		R library		P library	
	Pre-miRNA	Unique miRNA	Pre-miRNA	Unique miRNA	Pre-miRNA	Unique miRNA
gp1b	8	14	7	13	8	13
gp2a	174	215	162	200	154	193
gp3a	270	326	241	288	225	268
gp4a	636	621	485	470	293	280

Notes: gp1b: Reads map to selected (except for specific) miRNAs/pre-miRNAs in miRbase and the pre-miRNAs further map to the genome & EST. gp2a: Reads map to selected miRNAs/pre-miRNAs in miRbase. The mapped pre-miRNAs do not map to the genome, but the reads (and of course the miRNAs of the pre-miRNAs) map to genome. The extended genome sequences from the genome loci may form hairpins. gp3a: Reads map to slected miRNAs/pre-miRNAs in miRbase. The mapped pre-miRNAs do not map to the genome, and the reads do not map to the genome. gp4a: Reads do not map to selected pre-miRNAs in miRbase. But the reads map to genome & the extended genome sequences from genome may form hairpins.

### Identification of Known miRNAs

To identify known miRNAs in goat endometrium, the dataset was compared with the known mammalian miRNAs (miRNA precursors and mature miRNAs) in miRBase 20.0 (ftp://mirbase.org/pub/mirbase/CURRENT/). Sequences with a perfect match or one mismatch were retained in the alignment. We identified 545 known miRNAs in the R library and 522 in the P library (S1 Table). 

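The table of known miRNAs contained 587 distinct names, of which 532 had an NE above 0 in the R library, 502 in the P library and 447 in both. When every entry was counted, these numbers were 581 for R and 549 for P, and when each mature sequence was counted once they were 501 and 474. At least 3 reads were found for 400 names in R and 378 in P. At 10 reads or more, 324 names were left in R and 287 in P.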

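The authors' conservation table lists 23 species with the names of the miRNAs shared with each of them. In each of the 23 species, the stated number equalled the number of names listed. Cow had the most shared miRNAs (295), followed by Human (281), Mouse (250), Dog (193) and Pig (189). Sheep had 74 in this table. At least 100 miRNAs were listed for 13 species, and at most 10 for 5 species. These are matches of names and sequences and involve no comparison between the libraries.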

Considering the conservation of mature miRNAs among various species, the sequences of the existing miRNAs in goat were aligned and conservatively analyzed to investigate their evolutionary relationships (S2 Table).

The expression levels of oar-miR-10a_R+1_1ss12TA (a variant of oar-miR-10a as described previously in the same way [27]), oar-miR-10b_L+1R-1, oar-miR-26a, oar-miR-7a and aja-miR-143_1ss22GT were predominately higher, with more than 100,000 reads in both the R and P libraries (Table 4). These miRNAs constituted the most abundant read in the receptive endometrium, suggesting they potentially play an important role in the formation of receptive endometrium in goats. In addition, five known miRNAs (miR-449a, miR-182, miR-187-3p_R+1, miR-183-_L-1, miR-200a-5p) were detected by stem-loop qRT-PCR because they highly and differently expressed between P and R libraries in this study.

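By NE, aja-miR-143_1ss22GT ranked first in both libraries, with 289634 in R and 1866274 in P. It was followed by oar-miR-10b_L+1R-1 (160642 in R and 718168 in P) and oar-miR-10a_R+1_1ss12TA (153959 in R and 657181 in P), which came next in both. Both names are listed with the same mature sequence, so that they are not separate results. The name oar-miR-7a was read as oar-let-7a, as in Table 4 and the deposited table, with 151415 NE in R and 223063 in P. oar-miR-26a had 142847 NE in R and 330582 in P. Taken as shares of the listed reads, aja-miR-143_1ss22GT held 17.6% in R (95% Wilson interval 17.6% to 17.7%) and 39.6% in P (39.6% to 39.7%), and the 5 miRNAs held 54.6% in R and 80.6% in P. All 5 had a lower NE in the R library, with log2 ratios of R to P between -2.69 for aja-miR-143_1ss22GT and -0.56 for oar-let-7a (95% exact interval -0.57 to -0.55). The direction of oar-let-7a depended on the scaling, since with the clean reads as the total its log2 ratio was 0.22. With the listed reads as the total, oar-let-7a and oar-miR-26a were both higher in R, with log2 ratios of 0.96 and 0.31. All 5 passed the paper's limit, which it states in reads, in both libraries by NE and by recovered reads. The fewest recovered reads were 166124 in R (oar-miR-26a) and 191808.5 in P (oar-let-7a). Reads per 1000000 clean reads, as in the formula of the methods, are another unit. In that unit 0 miRNAs exceeded the same number in both libraries.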

**Table 4:** Some known miRNA of which read number was more than 100,000 in this study.

miR name	miR seq	Rep_miR ID	R-NE	P-NE
oar-miR-10a_R+1_1ss12TA	TACCCTGTAGAACCGAATTTGT	oar-mir-10a	153958.5	657181.3
oar-miR-10b_L+1R-1	TACCCTGTAGAACCGAATTTGT	oar-mir-10b	160641.5	718168.0
oar-miR-26a	TTCAAGTAATCCAGGATAGGCT	oar-mir-26a	142846.7	330581.6
oar-let-7a	TGAGGTAGTAGGTTGTATAGTT	oar-let-7a	151415.4	223063.1
aja-miR-143_1ss22GT	TGAGATGAAGCACTGTAGCTCT	aja-mir-143	289634.3	1866274.0

Note: rep_miR ID was the representative known miRNA ID. R-NE represented the normalized expression level of miRNAs in the small RNA library generated from receptive endometrium of Xinong Saanen dairy goats. P-NE represented the normalized expression level of miRNAs in the small RNA library generated from pre-receptive endometrium of Xinong Saanen dairy goats.

### Identification of potential novel miRNAs

Sequencing reads that did not match any of the known miRNA were further analyzed to discover potential novel miRNAs. To determine whether these un-annotated small RNA reads were genuine miRNA, their hairpin structures, dicer cleavage sites and minimal free energies were explored using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi/). 

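In the deposited candidate table the library labels of the NE columns are the reverse of those in the authors' table of differential expression and in Table 5. The candidates were read as in the latter tables, since all 70 candidate names shared with the differential expression table then had equal values in both libraries, and 0 had equal values under the candidate table's own labels. Read in this way, 621 distinct candidate names were listed, of which 470 were detected in the R library, 280 in the P library and 129 in both. Under its own labels, an alternative chosen after seeing the data, the numbers of R and P change places. Counting a name once per precursor raised the total to 643. The candidates had a median of 2 reads over both libraries together, and 289 of them had 1 read. At most 3 reads in all were found for 526 candidates. At least 3 reads within 1 library were found for 100 candidates in R and 59 in P.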

A total of 643 miRNA candidates were identified as having the typical stem-loop secondary structure, with 488 candidates identified in the R library and 298 in the P library (S3 Table). 

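Of the candidates, 24 exceeded 10 NE in the R library and 25 exceeded 10 NE in the P library, and 16 did so in both. The largest value was that of PC-5p-2673_284 in R, 3335 NE. Among the candidates above 10 NE in at least 1 library, the median of the larger of the R and P values was 22.4 NE. When at least 10 reads in a library were required instead, 41 candidates qualified, and 580 of the 621 candidates (93.4%) had fewer than 10 reads in both libraries.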

There were 33 mature miRNAs with NE numbers (Normalized expression) greater than 10 in the libraries (Table 5). The length of these miRNA sequences ranged from 18 nt to 24 nt. Moreover, 11 of 33 potential novel miRNA candidates were new 3p-derived sequences, and 22 were new 5p-derived sequences.

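The arm was taken from the 3p or 5p in each name of the candidate table, which gave 11 names from the 3p arm and 22 from the 5p arm among the 33 names above 10 NE. All 33 are those of Table 5. Of these, 17 had a higher NE in R and 16 a lower NE. Differential expression was called for 13 of them as up-regulated and for 3 as down-regulated in the R library.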

**Table 5:** Some predicted novel miRNA.

Index	miR_name	len	SS	R-NE	P-NE
1	PC-5p-69112_10	21	. . .(((..(((((((((..((((((((((((((((.((((..(. . . .)..)))).))))))))))))))))..)))))))))..))). . .	7.73	29.07
2–1	PC-5p-21385_42	22	. . .(((((((((((.((((((..(((((((((((((.((((. . . .)))))))))))))))))..)))))).)))))))).))). . .	7.74	13.96
2–2	PC-5p-21385_42	22	. . .((((((((((..(. . .(((..((((..((.(((.(((((((((.((((((..((((((. . . .. . . .. . . .))))))..)))))).))))))))).))))). . .))))..))). . .)..)))))). . . .)))). . .	7.74	13.96
3	PC-5p-104298_5	22	. . .(((((. . .. . .(((((((.((((((((((((((..(((((((..((((((. . .. . .)))))).)))))))..)))))))))))))).))))))). . .. . .)))))..	2.58	15.12
4–1	PC-5p-21767_42	22	. . .(((((((((((((((((((((.((((((((((((((. . .((((. . . ..))))..)))))))))))))).))))))))))))))))))))). . .	12.47	18.61
4–2	PC-5p-21767_42	22	. . .((((((.((((((..(((((((((((((((((((((((((((. . . .. . . .)))))))))))))))))))))))))))..)))))).)))))). . .	12.47	18.61
5–1	PC-5p-32617_26	22	. . .(..((((.(((((..((.(((((.((((((((((((..((. . .. . .))..)))))))))))).))))).))..))))).))))..). . .	5.16	12.79
5–2	PC-5p-32617_26	22	. . .((((((.(((((((.((((((..(((..((((((((((((((((.((. . . .. . . .))))))))))))))))))..)))..)))))).))))))))))))). . .	5.16	12.79
6	PC-3p-22067_41	19	. . .((((((((. . . .(((.((((. . .((((((. . . .. . .. . ..))))))..)))).)))..)))))))). . .	22.36	17.44
7	PC-3p-61234_13	23	. . .(((..(((((((((((((((((.((((. . . .((((((. . . .)))))). . . .)))).))))))))))))))))). . . ..))). . .	1.72	12.79
8	PC-5p-63323_12	19	. . .((((((((. . .((((((.((((((((. . . .. . . ..(((((((. . . .))))))))).))))..)).)))))))))))))). . .	10.32	19.77
9	PC-3p-25064_36	23	. . .(..((.((.((.((((((((((((.(((.((((.(((((((. . .((. . . ..)). . .))))))).))))))).))))))). . . .. . . .))))).)))).))..)..	36.11	1.16
10	PC-3p-99692_7	19	..((((((((. . .((((.(((.(((..((. . . ..)))))))).)))). . .))))))))..	11.18	2.33
11	PC-5p-39354_23	19	. . .(((((((.((. . .. . .(((.(((((.((((((..(((((. . . .)))))..)).)))).))))).))). . .)).)))).))). . .	11.18	13.96
12	PC-5p-60249_14	19	. . .((.((((((((((((.((. . . .((. . .((.(((((((. . .(((. . .(((. . .. . ..))). . .)))..))))))))). . .))..)))))).)))))))).)). . .	10.32	2.33
13	PC-5p-20958_45	22	. . .(((.(((((((((((((.(((((((((((((((((((((((. . .((. . .. . ..))..))))))))))))))))))))))).)))))))))))))..))). . .	28.38	17.44
14	PC-5p-26648_38	19	. . .(((((. . . .(((((((..((((((. . .. . ..)).)))). . .)))))))))))). . .	45.57	9.30
15	PC-3p-76502_8	22	. . .((((.(((..((((((((.((((((((((.((((. . . .. . . .. . . .. . . .. . . .)))).)))))))))).))))))))..))).)))). . .	17.19	31.40
16	PC-5p-6424_145	19	. . .(((((((((.((((((((..((((((. . . .. . . .. . .. . ..)))))). . . .)))))))).))))))))). . .	196.05	37.21
17	PC-5p-31071_29	23	..(((((((.((.(((((((((((((((. . .. . .((((. . . .. . . .))))))))))))))))))).)).)))))))..	13.76	17.44
18	PC-5p-29935_32	19	. . .(((((.(((((((. . .(((.((((((((. . . .. . .. . .)))))))).)))..))))..))).))))). . .	7.74	39.54
19	PC-3p-65381_11	21	.(((((((((((((.((((((((.((.(((((((((((. . . .. . .. . ..))))))))))).))..)))))))).))))))))))))).	13.76	8.14
20	PC-3p-42375_19	22	((.(((((((((.(((..(((((((.((. . .((((. . .)))))).)))))))..)))))))).)))).))	10.32	10.47
21	PC-3p-36269_24	20	. . .((((((((((((((.(((. . . ..(((((. . .(((((((. . .)))))))))))). . .))).))))))))).))))). . .	24.08	2.33
22	PC-5p-35677_26	19	((.(((((.(((((((((.((((((..(((..((. . .((((.((((((. . . .. . . .))))))))))))..)))..)))))).))))))))).))))).))	53.31	11.63
23	PC-5p-2673_284	23	.((. . .. . ..)).((((((((((. . . ..(((((.((((((. . . .(((. . .(..((((. . . .. . . .))))..). . .))). . .)))))).)))))..)))))))))). . .	3335	1146
24	PC-5p-10782_91	18	. . .((((((((((..((((((. . .((((..(.((. . . .)))..).)))))))))..))).)). . .))))). . .	65.35	25.58
25	PC-5p-196062_4	24	. . . .. . . .. . . .. . .. . ..(((((..((((((. . .(((..(((((((..(((. . . .)))..)))))))))).))))))..))))). . .	5.16	12.79
26	PC-3p-26002_37	21	. . .((((((((((((. . . .. . .. . .(((((((((.(((((. . . ..((. . . .(((. . .(((((((((. . .. . .)))..)))))). . .)))..))..))))).)))))..))))))))))..)))))). . .	122.1	106.9
27	PC-5p-66825_11	22	. . .(((((.(((..(((..((((..((((.((((((((.(((. . .. . .))))))))))).))))))))..)))..))).))))). . .	0	20.93
28	PC-5p-5933_158	18	. . . .. . . ..((((((. . .((((((..(((..(((.(((((.(((((.(..(.(. . . ..))..)))))).))))))))..)))..)))))). . .)))))). . .	164.23	13.96
29	PC-3p-61660_13	19	((.(((((. . .. . ..((((((. . . .(((.((..(..((. . . .((. . . .(((..((. . . ..))..))).))))..)..)).)))))))))..))))))).	17.20	8.14
30	PC-5p-335_2818	22	. . .((((((((((.((((((((((..((. . . .. . . .))))))))))))..)))))))))). . .	1831	2087
31	PC-5p-72586_9	22	. . .(((((((.(((..((((((((..(. . .)..))))))))..)))))))))). . .	2.58	11.63
32	PC-3p-16127_59	20	. . .(((((((((((..((. . .((((. . .((((((((. . . .. . . ..)))))))). . .))))..))..))))))))))). . .	45.57	12.79
33	PC-5p-20799_45	24	. . .(((.((.((((..(((((..(((((..((.(((((((((. . . .)).))))))))). . . .)))))..))))). . .. . .)))).)).))). . .	75.67	2.33

Note: Len represented the bases number of miRNA. SS represented secondary structure of predicted hairpin RNA (pre-miRNA) structures that were predicted with RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). R-NE represented the normalized expression level of miRNAs in the small RNA library generated from receptive endometrium of Xinong Saanen dairy goats. P-NE represented the normalized expression level of miRNAs in the small RNA library generated from pre-receptive endometrium of Xinong Saanen dairy goats.

The characteristic hairpin structure of miRNA precursors can be used to predict potential novel miRNA [28]. Therefore, the secondary structure of potential novel miRNAs was explored using RNAfold software, and the structures of 7 potential novel miRNA precursors (PC-3p-22067_41, PC-3p-61234_13, PC-5p-21385_42, PC-5p-21767_42, PC-5p-32617_26, PC-5p-63323_12 and PC-5p-104298_5) were predicted and showed in Fig 3. 

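The precursor structures were not analysed here, and the expression of the 7 candidates was as follows. PC-3p-61234_13 had 2 reads in the R library and 11 in the P library, and against 3 reads it was at least 4.96-fold lower in R before counting error (P = 0.0486, Fisher's exact test). Its exact interval reaches a log2 ratio of -0.70. PC-5p-104298_5 had 3 reads in R and 13 in P, a 5.86-fold lower NE (P = 0.0457, same exact test), with an exact interval that reaches a log2 ratio of -0.69. The other candidates did not pass both limits. PC-5p-32617_26 had a log2 ratio of -1.31 with a 95% exact interval of -2.46 to -0.23, which excludes 0 on the scale of NE, and P = 0.388 in Fisher's exact test, which rests on the clean reads. PC-3p-22067_41 had 26 reads in R and 15 in P, with a log2 ratio of 0.36 (95% exact interval -0.61 to 1.38). The log2 ratios of PC-5p-21385_42, PC-5p-21767_42 and PC-5p-63323_12 lay between -0.94 and -0.58, on 12 to 29 reads in R and 17 to 32 reads in P, and their exact intervals included 0. With the listed reads as the total these 3 and PC-5p-32617_26 were higher in R, and with the clean reads as the total PC-5p-21767_42 was higher (log2 ratio 0.21) while PC-3p-22067_41 passed the limits (log2 ratio 1.14).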

Similar to the results with the conserved miRNAs, the 7 sequences had significant stem-loop hairpin secondary structures. Moreover, ten novel miRNAs (PC-5p-5933_158, PC-5p-2673_284, PC-5p-6424_145, PC-5p-20799_45, PC-5p-35677_26, PC-3p-25064_36, PC-5p-26648_38, PC-3p-215602_2, PC-3p-82208_8, and PC-5p-108241_6) were selected due to their highly and differentially expressed levels between our two libraries.

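All 10 candidates had a higher NE in the R library and passed the limits on fold change and P-value, but their depth differed widely. PC-5p-2673_284 had 3879 reads in R and 986 in P and a log2 ratio of 1.54 (95% exact interval 1.44 to 1.64). PC-5p-6424_145 had 228 and 32 reads and a log2 ratio of 2.40 (1.86 to 2.98). PC-5p-35677_26 had 62 and 10 reads and a log2 ratio of 2.20 (1.22 to 3.33). PC-3p-82208_8 had 9 reads in R and 1 in P, as did PC-3p-215602_2, and PC-5p-108241_6 had 8 in R and 1 in P. Taken against 3 reads in P, these amount to 2.22-fold for the pair with 9 reads and 1.97-fold for PC-5p-108241_6. The 95% exact intervals of the log2 ratio of these 3 candidates included 0 (-0.12 to 8.19 with 9 reads, -0.33 to 8.04 with 8 reads), while Fisher's exact test gave P = 0.00677 and P = 0.0131.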

**Fig 3:**
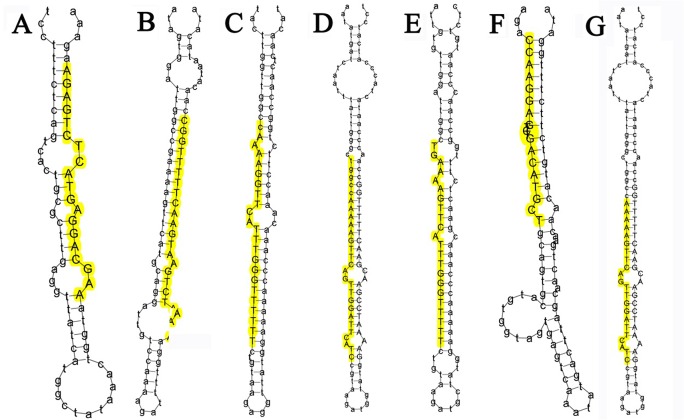
Stem-loop structures of 7 selected novel miRNAs in goat. Note: The secondary structures were generated from the goat genome and EST sequences. The uppercase letters refer to mature sequences and were indicated in yellow. A: PC-3p-22067_41, B: PC-3p-61234_13, C: PC-5p-21385_42, D: PC-5p-21767_42, E: PC-5p-32617_26, F: PC-5p-63323_12, G: PC-5p-104298_5.

### Differential expression of miRNAs in receptive and pre-receptive endometrium

Pair-wise comparisons revealed important differentially expressed miRNAs between each developmental phase. Although some of their expression quantities were equivalent, there were some miRNAs expressed differently between the pre-receptive and receptive phases. 

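Both libraries held 564 miRNA names at an NE above 0 with at least 1 NE in R or P, and these were tested. Names at 0 in 1 library were left out of the fold changes. At an unadjusted P-value under 0.05 and an absolute log2 ratio above 1, 103 names were up-regulated and 40 down-regulated in the R library, so that 72.0% of the calls were up. Of the names called, 41 had at most 3 reads in the library where they were lower, 34 of them up-regulated and 7 down-regulated. With Benjamini-Hochberg adjusted P-values under 0.05 the numbers were 94 and 34. The scaling between the libraries moved these counts. The median log2 ratio of the tested names was -0.07 with the deposited values, 0.71 with reads scaled to the clean reads and 1.45 with reads scaled to the listed reads, shifts of 0.78 and 1.52 that apply to every miRNA alike. Scaled to the clean reads, 180 names were up and 22 down (89.1% up), and scaled to the listed reads 233 were up and 12 down (95.1% up). Fisher's exact test sets its expectation by the clean reads and the fold change by NE, and these differ by the shift of 0.78. An exact binomial test whose expectation followed NE called 82 names up and 55 down (59.9% up).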

We focused our attention on miRNAs meeting our designated criteria of *P*-values< 0.05 and |log2 (fold change)|> 1, and a total of 143 differentially expressed miRNAs were selected from the P and R libraries (Table 6). 

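By distinct name, 288 miRNAs detected in both libraries had a P-value under 0.05 in Fisher's exact test. Their ratio of R to P was above 2 for 103, at most 0.5 for 40, and in between for 145. A further 26 miRNAs with a P-value under 0.05 were detected in the R library alone and 5 in the P library alone. By the exact binomial test on the NE scale, 247 miRNAs detected in both had a P-value under 0.05, of which 110 lay between the 2-fold limits.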

There were 33 differentially expressed miRNAs that were down-regulated in the receptive endometrium compared with pre-receptive endometrium in goats (fold change≤ 0.5), 231 miRNAs with fold changes were greater than 0.5 and less than 2 (0.5 <fold change≤ 2), and 110 miRNAs with fold changes greater than 2 (fold change> 2) (Fig 4). It deserved to note that there were some miRNAs expressed specifically, such as bta-miR-431_R-3 was detected only in the receptive endometrium and bta-miR-216a_R-2 in the pre-receptive endometrium (Table 6).

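bta-miR-431_R-3 had 15 reads in the R library (12.9 NE) and 0 in the P library. Against the limit that a count of 0 allows, it was at least 3.70-fold higher in R before counting error (P = 4.5e-06, Fisher's exact test), and the exact interval of the log2 ratio begins at 1.41. bta-miR-216a_R-2 had 16 reads in the P library (18.6 NE) and 0 in the R library, at least 7.21-fold lower in R on the same terms (P = 0.000136, same exact test), with an exact interval up to -2.38. Multiplied by the 1208 names listed, the P-values of Fisher's exact test become 0.00544 for bta-miR-431_R-3 and 0.164 for bta-miR-216a_R-2. On the scale of the clean reads, counting error with selection therefore stays open for bta-miR-216a_R-2. No such product was taken on the scale of NE. There the exact interval of bta-miR-216a_R-2 (up to -2.38) lies further from 0 than that of bta-miR-431_R-3 (from 1.41), so their order depends on the scaling. A count of 0 leaves open an expression of up to 3 expected reads in the other library. In all, 426 names were detected in R alone, 85 of them known miRNAs, and 55 known miRNAs were detected in P alone.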

**Fig 4:**
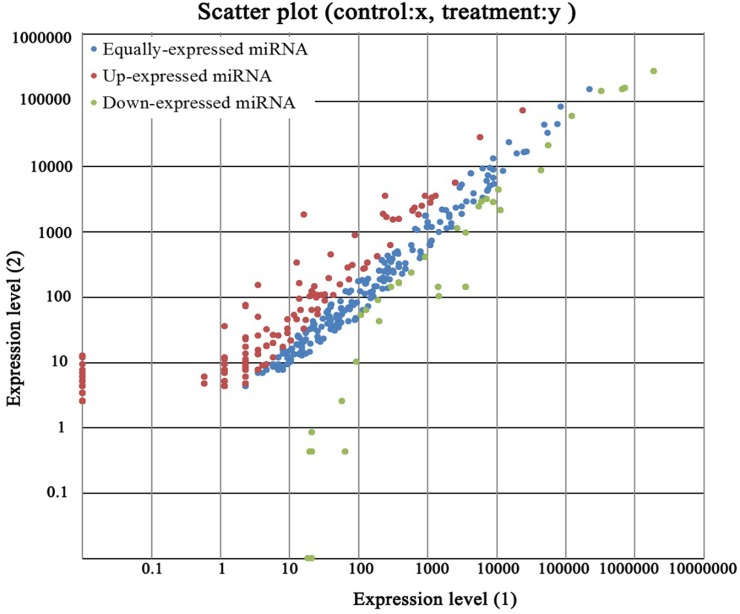
The differential expression levels of miRNAs between receptive and pre-receptive endometrium in goat. Note: Expression level (1): Expression level of pre-receptive endometrium; Expression level (2): Expression level of receptive endometrium. Each point in the Fig. represents a miRNA. Red points represent miRNAs with a fold change > 2, blue points represent miRNAs with 1/2 < fold change ≤ 2, green points represent miRNAs with fold change ≤ 1/2.

**Table 6:** Differential expression levels of miRNAs between R and P libraries.

Index	miR name	miR seq	R-NE	P-NE	log2 (R/P)	fold (R/P)	*P*-value
1	hsa-mir-7641-2-p5	ATCTCGGAAGCTAAGCAGGGTC	2334.57	657.07	1.83	3.55	0.00
2	oar-miR-22-3p_R+1	AAGCTGCCAGTTGAAGAACTGT	72245.41	23822.97	1.60	3.03	0.00
3	hsa-miR-34c-5p	AGGCAGTGTAGTTAGCTGATTGC	2777.84	1090.26	1.35	2.55	0.00
4	hsa-miR-34a-5p	TGGCAGTGTCTTAGCTGGTTGT	2522.03	830.34	1.60	3.04	0.00
5	hsa-miR-141-3p_R-1	TAACACTGTCTGGTAAAGATG	28337.35	5791.48	2.29	4.89	0.00
6	hsa-miR-449a	TGGCAGTGTATTGTTAGCTGGT	1842.72	16.28	6.82	113.18	0.00
7	hsa-mir-7641-2-p3_1ss22TC	GAAGCTAAGCAGGGTCGGGCCC	3564.20	929.19	1.94	3.84	0.00
8	bta-miR-31_R+2	AGGCAAGATGCTGGCATAGCTGT	3547.01	1305.99	1.44	2.72	0.00
9	hsa-miR-141-3p_R+1	TAACACTGTCTGGTAAAGATGGC	1673.33	252.36	2.73	6.63	0.00
10	cgr-miR-142-5p_L-2R+1	CATAAAGTAGAAAGCACTACT	5689.25	2523.59	1.17	2.25	0.00
11	bta-miR-182	TTTGGCAATGGTAGAACTCACACT	3518.63	241.89	3.86	14.55	0.00
12	cgr-miR-200c	TAATACTGCCGGGTAATGATGGA	1555.52	316.32	2.30	4.92	0.00
13	ptr-miR-203_L-1R+1	TGAAATGTTTAGGACCACTAGT	1896.90	230.26	3.04	8.24	0.00
14	bta-miR-204	TTCCCTTTGTCATCCTATGCCT	2120.46	608.22	1.80	3.49	0.00
15	hsa-miR-204-5p	TTCCCTTTGTCATCCTATGCCT	2116.17	607.06	1.80	3.49	0.00
16	bta-miR-339a_R+1	TCCCTGTCCTCCAGGAGCTCACT	1836.27	736.73	1.32	2.49	0.00
17	cfa-miR-375	TTTGTTCGTTCGGCTCGCGTGA	882.24	89.55	3.30	9.85	0.00
18	mmu-miR-6240_R-8_1ss1CA	ACAAAGCATCGCGAAGGC	1583.04	381.45	2.05	4.15	0.00
19	PC-5p-2673_284	ACAGGATTGACAGATTGATAGCT	3335.48	1146.67	1.54	2.91	0.00
20	hsa-miR-200a-5p	CATCTTACCGGACAGTGCTGGA	450.58	39.54	3.51	11.40	0.00
21	hsa-miR-187-3p_R+1	TCGTGTCTTGTGTTGCAGCCGGT	338.79	12.79	4.73	26.48	0.00
22	hsa-miR-17-5p	CAAAGTGCTTACAGTGCAGGTAG	619.97	293.06	1.08	2.12	0.00
23	cgr-miR-142-3p_L+1R+1	TGTAGTGTTTCCTACTTTATGGA	423.49	185.49	1.19	2.28	0.00
24	hsa-mir-7641-2-p3_1ss1TC	CGGTTAGTACTTGGATGGGA	311.28	81.41	1.93	3.82	0.00
25	bta-miR-6529	GAGAGATCAGAGGCGCAGAGT	281.18	69.78	2.01	4.03	0.00
26	hsa-miR-190a-5p_R+1	TGATATGTTTGATATATTAGGTT	335.35	133.74	1.33	2.51	0.00
27	bta-miR-183_L-1	ATGGCACTGGTAGAATTCACTG	153.92	3.49	5.46	44.12	0.00
28	PC-5p-5933_158	CTGTACCACCTTGTCGGG	164.24	13.96	3.56	11.77	0.00
29	PC-5p-6424_145	CAGCCTCTGGCATGTTGGA	196.05	37.21	2.40	5.27	0.00
30	bta-miR-132	TAACAGTCTACAGCCATGGTCG	271.72	117.46	1.21	2.31	0.00
31	bta-miR-15b	TAGCAGCACATCATGGTTTACA	274.30	125.02	1.13	2.19	0.00
32	hsa-miR-4792_L+1R+1_1ss10GT	CCGGTGAGCTCTCGCTGGCC	146.18	23.26	2.65	6.28	0.00
33	hsa-miR-31-3p_R+1	TGCTATGCCAACATATTGCCATC	188.31	73.27	1.36	2.57	0.00
34	hsa-miR-4454_L+1_1ss3GA	CGAATCCGAGTCACGGCACCA	122.96	20.93	2.55	5.87	0.00
35	bta-miR-210_L-1R+1	CTGTGCGTGTGACAGCGGCTGAT	156.50	53.50	1.55	2.93	0.00
36	mmu-miR-22-5p_R-1	AGTTCTTCAGTGGCAAGCTTT	116.08	22.10	2.39	5.25	0.00
37	PC-5p-20799_45	GAGGGTTTGGGTTTGGTCGTGGGA	75.67	2.33	5.02	32.53	0.00
38	mmu-miR-3963_R+2_1ss1TC	CGTATCCCACTTCTGACACCA	102.33	19.77	2.37	5.18	0.00
39	hsa-miR-132-5p	ACCGTGGCTTTCGATTGTTACT	93.73	13.96	2.75	6.72	0.00
40	hsa-miR-184	TGGACGGAGAACTGATAAGGGT	72.23	2.33	4.96	31.05	0.00
41	rno-miR-147_R-1	GTGTGCGGAAATGCTTCTGCT	106.63	25.58	2.06	4.17	0.00
42	oar-miR-758-3p_R+2	TTTGTGACCTGGTCCACTAACT	106.63	29.07	1.87	3.67	0.00
43	cgr-miR-32-5p	TATTGCACATTACTAAGTTGC	109.20	32.56	1.75	3.35	0.00
44	bta-miR-2478_L+2	TCGTATCCCACTTCTGACACCA	98.89	24.42	2.02	4.05	0.00
45	hsa-miR-24-1-5p_L+1_3ss17TA19TC20-A	GTGCCTACTGAGCTGAAACACAGT	108.34	43.03	1.33	2.52	0.00
46	oan-miR-1386_L+4	TCGGCTCCTGGCTGGCTCGCCA	87.71	32.56	1.43	2.69	0.00
47	oan-miR-429-3p_R+2	TAATACTGTCTGGTAATGCCGTAA	49.87	3.49	3.84	14.30	0.00
48	hsa-miR-9-3p_L-1R+1	TAAAGCTAGATAACCGAAAGTA	63.63	14.54	2.13	4.38	0.00
49	ggo-miR-203b	TTGAACTGTTAAGAACCACTGG	63.63	20.93	1.60	3.04	0.00
50	PC-5p-35677_26	CTCCGTCCCGGGACCCGGG	53.31	11.63	2.20	4.58	0.00
51	PC-3p-25064_36	TGACTTCCCCCTGTCCACTCAGT	36.11	1.16	4.96	31.05	0.00
52	PC-5p-10782_91	CTTGACTCTAGTCTGGCA	65.35	25.58	1.35	2.55	0.00
53	PC-5p-26648_38	TCCCGGGGCCGAGGGAGCC	45.57	9.30	2.29	4.90	0.00
54	PC-3p-16127_59	AAGGAAAATGTTCTTATTTT	45.57	12.79	1.83	3.56	0.00
55	hsa-miR-153-3p	TTGCATAGTCACAAAAGTGATC	54.17	25.58	1.08	2.12	0.00
56	bta-miR-96	TTTGGCACTAGCACATTTTTGCT	31.82	4.65	2.77	6.84	0.00
57	hsa-miR-26b-3p	CCTGTTCTCCATTACTTGGCTC	44.71	17.44	1.36	2.56	0.00
58	mmu-miR-3968_1ss14AT	CGAATCCCACTCCTGACACCA	25.80	3.49	2.89	7.39	0.00
59	hsa-miR-34c-3p	AATCACTAACCACACGGCCAGG	32.68	9.30	1.81	3.51	0.00
60	PC-3p-36269_24	CGCCCCACCCCGCTGCGGGC	24.08	2.33	3.37	10.35	0.00
61	hsa-miR-21-5p_R+2_1ss4CN	TAGNTTATCAGACTGATGTTGACC	22.36	2.33	3.26	9.61	0.00
62	mmu-miR-503-5p	TAGCAGCGGGAACAGTACTGCAG	26.66	5.81	2.20	4.58	0.00
63	bta-miR-2285f_L+1R-1	AAAAACCTGAATGAACTTTTTG	25.80	6.98	1.89	3.70	0.00
64	bta-miR-6123_R+1	TGCCAAGCCCACGTTCAAAGGC	28.38	9.30	1.61	3.05	0.00
65	ppy-miR-1260b_R+2_1ss9AG	ATCCCACCGCTGCCACCATT	32.68	16.28	1.00	2.01	0.00
66	bta-miR-212	ACCTTGGCTCTAGACTGCTTACT	17.20	2.33	2.89	7.39	0.00
67	hsa-miR-212-5p	ACCTTGGCTCTAGACTGCTTACT	17.20	2.33	2.89	7.39	0.00
68	hsa-miR-212-3p	TAACAGTCTCCAGTCACGGCC	19.78	5.81	1.77	3.40	0.00
69	cgr-miR-32-3p	CAATTTAGTGTGTGTGATATT	18.06	4.65	1.96	3.88	0.00
70	hsa-miR-340-3p_R+1	TCCGTCTCAGTTACTTTATAGCC	17.63	4.65	1.92	3.79	0.00
71	bta-miR-340	TCCGTCTCAGTTACTTTATAGCC	17.63	4.65	1.92	3.79	0.00
72	bta-miR-2427_L+1R-1	TAGGTCATTTCAAAGAGGGCT	13.76	2.33	2.56	5.92	0.00
73	hsa-miR-190a-3p_L+1	ACTATATATCAAACATATTCCT	15.48	3.49	2.15	4.44	0.00
74	oar-miR-154b-3p_L-1	ATCATACATGGTTGACCTTTTT	12.04	1.16	3.37	10.35	0.00
75	bta-miR-545-3p_L-1R+1	TCAACAAACATTTATTGTGTGC	21.50	10.47	1.04	2.05	0.00
76	hsa-miR-141-5p_1ss11TC	CATCTTCCAGCACAGTGTTGGA	11.18	1.16	3.26	9.61	0.00
77	hsa-miR-491-3p	CTTATGCAAGATTCCCTTCTAC	13.33	3.49	1.93	3.82	0.00
78	PC-3p-61660_13	CGCCTGTCTGAGCCTCGCT	17.20	8.14	1.08	2.11	0.00
79	PC-3p-99692_7	TCCGCCGGCCTTGCGGGCC	11.18	2.33	2.26	4.81	0.00
80	PC-5p-91245_7	CGCGCGCGGGGCCCGGGG	9.46	1.16	3.02	8.13	0.00
81	PC-5p-60249_14	ATTCCTATAATTCTAGCCA	10.32	2.33	2.15	4.44	0.00
82	PC-3p-215602_2	TGCAAAGAGGTTGGATCGAGT	7.74	1.16	2.73	6.65	0.00
83	PC-3p-82208_8	AAGGAGGTGCTGGTTGCTTT	7.74	1.16	2.73	6.65	0.00
84	bta-mir-2285o-3-p5_1ss12TC	AAAAATTTGTTCGGGTTTTTCT	9.46	2.33	2.02	4.07	0.00
85	hsa-miR-139-3p	TGGAGACGCGGCCCTGTTGGAGT	8.60	2.33	1.89	3.70	0.00
86	cgr-miR-139-3p	TGGAGACGCGGCCCTGTTGGAGT	8.60	2.33	1.89	3.70	0.00
87	bta-miR-2284ab	TAAAAGTTTGGTTGGGTTTTT	12.04	5.81	1.05	2.07	0.00
88	PC-5p-108241_6	ATACCGGGTGCTAGGCTT	6.88	1.16	2.56	5.92	0.00
89	mdo-miR-22-3p_R+1	AAGCTGCCAGTTGAAGAACTGCA	7.74	2.33	1.73	3.33	0.00
90	hsa-miR-185-3p_L+1R-1_1ss22TC	CAGGGGCTGGCTTTCCTCTGGC	7.74	2.33	1.73	3.33	0.00
91	eca-miR-219-5p_R+2	TGATTGTCCAAACGCAATTCTCG	9.03	4.07	1.15	2.22	0.00
92	hsa-miR-26a-1-3p_1ss9TC	CCTATTCTCGGTTACTTGCACG	7.74	3.49	1.15	2.22	0.00
93	hsa-miR-122-5p_R-1	TGGAGTGTGACAATGGTGTTT	7.74	3.49	1.15	2.22	0.00
94	PC-5p-139329_4	GGGTGCTGATAGTGAGGC	7.74	3.49	1.15	2.22	0.00
95	bta-miR-2284d_L-1R+1_1ss10GA	AAAAGTTCATTAGGGTTTTTCT	6.02	0.58	3.37	10.35	0.00
96	bta-mir-2284z-4-p5_1ss1AG	GAAAGTTTGTTTGGGTTTTTCT	9.46	4.65	1.02	2.03	0.00
97	bta-mir-2887-2-p5_1ss7AC	CGGGACCCGGGGCGCGGC	6.02	2.33	1.37	2.59	0.00
98	bta-miR-677_R+1	CTCACTGATGAGCAGCTTCTGACT	6.02	2.33	1.37	2.59	0.00
99	hsa-miR-153-5p_L+1_2ss15G-16TC	GTCATTTTTGTGATCTGCAGCT	5.16	1.16	2.15	4.44	0.01
100	bta-miR-2285r_R-2	AGAAACCTGGATGAACTTTTT	5.16	1.16	2.15	4.44	0.01
101	hsa-miR-628-3p_L+1	TTCTAGTAAGAGTGGCAGTCGA	4.73	0.58	3.02	8.13	0.01
102	hsa-miR-138-5p	AGCTGGTGTTGTGAATCAGGCCG	4.73	2.33	1.02	2.03	0.01
103	hsa-miR-4791_1ss17AT	TGGATATGATGACTGATA	4.73	2.33	1.02	2.03	0.01
104	hsa-miR-377-3p	ATCACACAAAGGCAACTTTTGT	4.30	1.16	1.89	3.70	0.02
105	ssc-miR-671-5p	AGGAAGCCCTGGAGGGGCTGGAGG	4.30	1.16	1.89	3.70	0.02
106	bta-miR-671_R+1	AGGAAGCCCTGGAGGGGCTGGAGG	4.30	1.16	1.89	3.70	0.02
107	PC-5p-203577_2	AAGAAGTTCATTCGGGTTTTTC	4.30	1.16	1.89	3.70	0.02
108	PC-5p-94605_6	GCTGGCCTGGAGCCGGGCG	4.30	1.16	1.89	3.70	0.02
109	PC-3p-247920_2	CTGGATATCTGAGACTCAGTTT	4.30	1.16	1.89	3.70	0.02
110	PC-5p-125235_4	GCCAAAAAGTTTGTTTGGGCTTT	4.30	1.16	1.89	3.70	0.02
111	oar-miR-10a_R+1_1ss12TA	TACCCTGTAGAACCGAATTTGT	153958.53	657181.33	0.23	-2.09	0.00
112	oar-miR-10b_L+1R-1	TACCCTGTAGAACCGAATTTGT	160641.52	718168.02	0.22	-2.16	0.00
113	oar-miR-26b_R+1	TTCAAGTAATTCAGGATAGGTT	59229.84	124009.11	0.48	-1.07	0.00
114	oar-miR-26a	TTCAAGTAATCCAGGATAGGCT	142846.73	330581.63	0.43	-1.21	0.00
115	cgr-miR-101b-3p_1ss22GT	TACAGTACTGTGATAACTGAAT	8689.09	43584.93	0.20	-2.33	0.00
116	aja-miR-143_1ss22GT	TGAGATGAAGCACTGTAGCTCT	289634.30	1866274.04	0.16	-2.69	0.00
117	oar-miR-133_L+1	TTTGGTCCCCTTCAACCAGCTGT	144.89	3558.04	0.04	-4.62	0.00
118	cfa-miR-145	GTCCAGTTTTCCCAGGAATCCCT	2123.04	11338.73	0.19	-2.42	0.00
119	bta-miR-490_R+1	CAACCTGGAGGACTCCATGCTGT	103.19	1465.31	0.07	-3.83	0.00
120	bta-miR-335_R-1	TCAAGAGCAATAACGAAAAATG	143.60	1430.42	0.10	-3.32	0.00
121	cfa-miR-196b	TAGGTAGTTTCCTGTTGTTGGGA	2885.76	5979.87	0.48	-1.05	0.00
122	mdo-miR-181b-5p	AACATTCATTGCTGTCGGTGGGT	3169.52	7213.76	0.44	-1.19	0.00
123	oar-miR-181a	AACATTCAACGCTGTCGGTGAGT	20920.02	55420.24	0.38	-1.41	0.00
124	hsa-miR-181c-5p_R+1	AACATTCAACCTGTCGGTGAGTT	4420.64	10611.89	0.42	-1.26	0.00
125	hsa-miR-192-5p	CTGACCTATGAATTGACAGCC	2454.10	5510.04	0.45	-1.17	0.00
126	hsa-miR-28-3p_1ss11TA	CACTAGATTGAGAGCTCCTGGA	972.52	3577.22	0.27	-1.88	0.00
127	oar-miR-133_L+1R-2	TTTGGTCCCCTTCAACCAGCT	0.43	64.54	0.01	-7.23	0.00
128	ptr-miR-92_R+2	TATTGCACTTGTCCCGGCCTGTAA	1121.86	2665.86	0.42	-1.25	0.00
129	hsa-miR-100-5p	AACCCGTAGATCCGAACTTGTG	416.18	915.24	0.45	-1.14	0.00
130	hsa-miR-767-5p_R-3	TGCACCATGGTTGTCTGAGC	2.58	56.98	0.05	-4.47	0.00
131	hsa-miR-490-5p	CCATGGATCTCCAGGTGGGT	10.32	93.04	0.11	-3.17	0.00
132	bta-miR-320a	AAAAGCTGGGTTGAGAGGGCGA	2877.59	9040.17	0.32	-1.65	0.00
133	hsa-miR-299-3p_1ss10TC	TATGTGGGACGGTAAACCGCTT	141.88	297.71	0.48	-1.07	0.00
134	hsa-miR-133a-5p	AGCTGGTAAAATGGAACCAAAT	0.43	19.77	0.02	-5.52	0.00
135	hsa-miR-335-3p	TTTTTCATTATTGCTCCTGACC	42.99	198.86	0.22	-2.21	0.00
136	hsa-miR-1_1ss1TC	CGGAATGTAAAGAAGTATGTAT	0.43	20.93	0.02	-5.61	0.00
137	age-miR-19a_1ss23AT	TGTGCAAATCTATGCAAAACTGT	90.29	190.72	0.47	-1.08	0.02
138	hsa-miR-574-5p_R-2	TGAGTGTGTGTGTGTGAGTGT	166.67	386.68	0.43	-1.21	0.02
139	hsa-miR-374a-3p_R-1_1ss9AG	CTTATCAGGTTGTATTGTAAT	164.24	382.61	0.43	-1.22	0.02
140	hsa-miR-143-5p_1ss22TA	GGTGCAGTGCTGCATCTCTGGA	238.19	576.82	0.41	-1.28	0.02
141	mdo-miR-599-5p_R-2_1ss9TG	TTTGATAAGCTGACATGGGAC	0.86	20.93	0.04	-4.61	0.02
142	hsa-miR-499a-5p	TTAAGACTTGCAGTGATGTTT	63.63	130.25	0.49	-1.03	0.03
143	bta-mir-2285m-3-p5_1ss1AG	GAAAGGTTCATTTGGGTTTTT	53.74	108.15	0.50	-1.01	0.03
144	bta-miR-216a_R-2	TAATCTCAGCTGGCAACTGT	0	18.61	-	-	-
145	bta-miR-431_R-3	TGTCTTGCAGGCCGTCATGC	12.90	0	-	-	-

Note: R-NE represented the normalized expression level of miRNAs in the small RNA library generated from receptive endometrium of Xinong Saanen dairy goats. P-NE represented the normalized expression level of miRNAs in the small RNA library generated from pre-receptive endometrium of Xinong Saanen dairy goats. Fold (R/P) and log2 (R/P) indicated the fold change of the miRNAs between samples. P-Value manifested the significance of miRNAs differential expression between two samples.

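hsa-miR-449a had 2143 reads in the R library and 14 in the P library, or 1843 and 16.3 NE. The log2 ratio of R to P was 6.82, with a 95% exact interval of 6.07 to 7.70 that reflects the 14 reads in P. It was the largest log2 ratio among the names called up-regulated with at least 10 reads in P. The shift between scalings left its direction and its call in place, with a log2 ratio of 7.61 scaled to the clean reads and 8.34 scaled to the listed reads. Adding a pseudocount of 1 NE gave 6.74. The sequencing has no replicate to check this difference. The paper reports miR-449a as higher in the receptive endometrium by qRT-PCR too, and those values were not analysed here.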

The most differentially expressed miRNA was hsa-miR-449a, which had a 113.2-fold (NE> 1,000) increase in the receptive endometrium compared with the pre-receptive endometrium. 

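Several of the miRNAs with large fold changes had at most 3 reads in the P library, so that the size of their change is known only within wide limits. bta-miR-183_L-1 had 179 reads in R and 3 in P, a 44.1-fold difference whose 95% exact interval begins at a log2 ratio of 3.89. oan-miR-429-3p_R+2 had 58 and 3 reads, a 14.3-fold difference with a lower limit of 2.22. The others had fewer than 3 reads in P and were taken against 3 reads. PC-5p-20799_45, with 88 and 2 reads, was at least 21.7-fold higher before counting error (lower exact limit of the log2 ratio 3.13), and hsa-miR-184, with 84 and 2 reads, at least 20.7-fold (3.06). In the same way PC-3p-25064_36 was at least 10.4-fold higher (2.40), PC-3p-36269_24 at least 6.90-fold (1.38) and oar-miR-154b-3p_L-1 at least 3.45-fold (0.66). More reads in P were found for hsa-miR-187-3p_R+1, which had 394 reads in R and 11 in P and a log2 ratio of 4.73 (95% exact interval 3.87 to 5.74). PC-5p-5933_158 had a log2 ratio of 3.56 (2.72 to 4.53), from 191 and 12 reads.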

Other miRNA that were differentially expressed between our two libraries included bta-miR-183_L-1, PC-5p-20799_45, hsa-miR-184, PC-3p-25064_36, hsa-miR-187-3p_R+1, oan-miR-429-3p_R+2, PC-5p-5933_158, hsa-miR-200a-5p, PC-3p-36269_24, oar-miR-154b-3p_L-1 and so on (Table 6). Moreover, bta-miR-182 had the high expression level (NE = 3518.63) and increased 14.55-fold in R library compare with P library (Table 7).

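bta-miR-182 had 4092 reads in the R library and 208 in the P library, and a log2 ratio of 3.86 (95% exact interval 3.66 to 4.07). Of the 27 miRNAs of Table 7, 18 were up-regulated and 9 down-regulated, and the exact interval excluded a log2 ratio of 0 for all 27. The interval lay wholly beyond 2-fold for 22 of them. In the library where it was lower, 16 of the 27 had at most 3 reads. For the 11 up-regulated miRNAs among these, the fold against 3 reads ranged from 2.71 to 44.1, and for the 5 down-regulated ones from 8.11 to 25.0. Among the others, cfa-miR-375 and ptr-miR-203_L-1R+1 had log2 ratios of 3.30 and 3.04.
The names called down-regulated with at least 10 reads in R and the largest change were oar-miR-133_L+1 (337 reads in R and 6119 in P, log2 ratio -4.62), bta-miR-490_R+1 (-3.83), bta-miR-335_R-1 (-3.32) and hsa-miR-490-5p (-3.17).

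**Figure D1:**
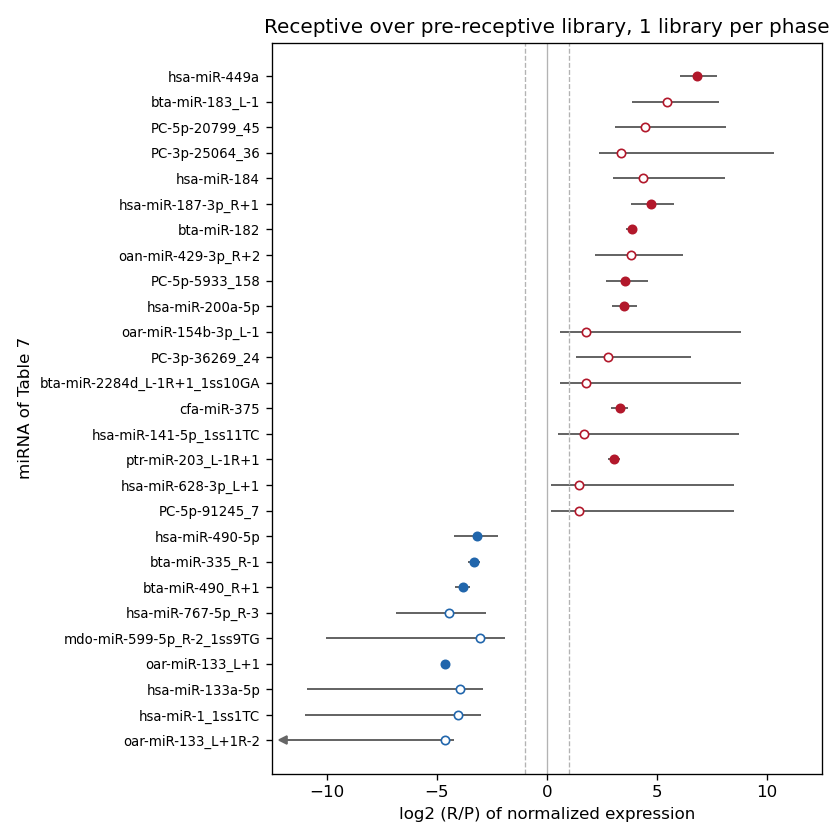
Log2 ratio of NE in the receptive library to NE in the pre-receptive library for the 27 miRNAs of Table 7, with 18 above 0 and 9 below 0. Filled circles give the ratio, bars its 95% exact interval (an arrow marks an open end), open circles the ratio against 3 reads where the lower library had at most 3 reads, and dashed lines the 2-fold limits.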

**Table 7:** Some differential expressed miRNAs (|log2 (fold change)|> 3) and their targets.

Index	miR_name	Fold (R/P)	log2 (R/P)	R-NE	P-NE	Number of Targets
1	hsa-miR-449a	113.18	6.82	1842.72	16.28	1030
2	bta-miR-183_L-1	44.12	5.46	153.92	3.49	712
3	PC-5p-20799_45	32.53	5.02	75.67	2.33	557
4	hsa-miR-184	31.05	4.96	72.23	2.33	273
5	PC-3p-25064_36	31.05	4.96	36.11	1.16	829
6	hsa-miR-187-3p_R+1	26.48	4.73	338.79	12.79	352
7	bta-miR-182	14.55	3.86	3518.63	241.89	756
8	oan-miR-429-3p_R+2	14.3	3.84	49.87	3.49	679
9	PC-5p-5933_158	11.77	3.56	164.24	13.96	427
10	hsa-miR-200a-5p	11.4	3.51	450.58	39.54	351
11	PC-3p-36269_24	10.35	3.37	24.08	2.33	806
12	oar-miR-154b-3p_L-1	10.35	3.37	12.04	1.16	444
13	bta-miR-2284d_L-1R+1_1ss10GA	10.35	3.37	6.02	0.58	515
14	cfa-miR-375	9.85	3.3	882.24	89.55	220
15	hsa-miR-141-5p_1ss11TC	9.61	3.26	11.18	1.16	988
16	ptr-miR-203_L-1R+1	8.24	3.04	1896.9	230.26	789
17	PC-5p-91245_7	8.13	3.02	9.46	1.16	81
18	hsa-miR-628-3p_L+1	8.13	3.02	4.73	0.58	325
19	oar-miR-133_L+1R-2	0.01	-7.23	0.43	64.54	471
20	hsa-miR-133a-5p	0.02	-5.52	0.43	19.77	649
21	hsa-miR-1_1ss1TC	0.02	-5.61	0.43	20.93	613
22	oar-miR-133_L+1	0.04	-4.62	144.89	3558.04	956
23	mdo-miR-599-5p_R-2_1ss9TG	0.04	-4.61	0.86	20.93	406
24	hsa-miR-767-5p_R-3	0.05	-4.47	2.58	56.98	626
25	bta-miR-490_R+1	0.07	-3.83	103.19	1465.31	813
26	bta-miR-335_R-1	0.1	-3.32	143.6	1430.42	765
27	hsa-miR-490-5p	0.11	-3.17	10.32	93.04	649

Note: R-NE represented the normalized expression level of miRNAs in the small RNA library generated from receptive endometrium of Xinong Saanen dairy goats. P-NE represented the normalized expression level of miRNAs in the small RNA library generated from pre-receptive endometrium of Xinong Saanen dairy goats. Fold (R /P) and log2 (R/P) indicated the fold change of the miRNAs between samples. *P*-Value manifested the significance of miRNAs differential expression between two samples. Number of Targets represented putative target genes for a certain miRNA predicted by two software programs (Target Scan v.50 and Mireap v.3.3a).

### Target gene predictions for differentially expressed miRNAs

For animal miRNAs, sequence complementarities with their targets were usually restricted to the 5’ region, particularly those at nucleotide positions 2 through 7, and it was likely that many miRNAs function through cooperative regulation of multiple mRNAs [20]. Owing to the imperfect complementarity of animal miRNAs with their targets, it is more challenging to identify targets and difficult to judge the accuracy of the prediction. Thus, two software programs (Target Scan v.50 and Mireap v.3.3a) were used to predict target genes for the differentially expressed miRNAs. As a result, a total of 7,608 annotated mRNA transcripts were predicted as putative target genes for the 143 differentially expressed miRNAs (S4 Table). 

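The authors' table of predicted targets holds 87779 pairs of a miRNA and a gene identifier, for 142 miRNA names with 136 distinct sequences and 7608 distinct identifiers. It lists the transcript and gene identifiers as the same set, so that each identifier was counted once. Of the 142 names, 132 were called differentially expressed from the NE values, 102 up-regulated and 30 down-regulated. The prediction itself was not repeated, since the target sequences were not used here.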

One miRNA can target multiple genes, for example, 1,030 annotated mRNA transcripts were predicted as putative targets for hsa-miR-449a, which the most differentially expressed miRNA, and 756 putative targets for bta-miR-182 (Table 7). Moreover, our results indicated that some genes were regulated by more than one miRNA, such as JR117835.1 that was targeted by 8 miRNAs (S4 Table).

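Counted in the target table, hsa-miR-449a had 1030 genes and bta-miR-182 had 756. For oar-miR-133_L+1 there were 485, fewer than Table 7 gives. The number per miRNA ranged from 81 for PC-5p-91245_7 to 1331 for bta-miR-15b.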

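Among the predicted genes, 6986 (91.8%) were listed for more than 1 miRNA and 622 for 1 miRNA. A gene had a median of 8 miRNAs and a mean of 11.5, and the largest number was 68. There were 331 genes with 8 miRNAs.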

### GO enrichment and KEGG pathway analysis

We used a well-established miRNA-target dataset to investigate the possible function of these miRNAs with the aid of gene function annotation methods, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) progress.

GO enrichment analysis using cellular components showed that 490 genes (13.64%) mapped to GO terms for component topology in the database. The analysis of biological processes showed that 2,087 genes (58.10%) were involved in cellular or metabolic processes, and the analysis of molecular function showed that 1,015 genes (28.26%) were assigned different functions based on gene background (Fig 5 and S5 Table). GO biological process analysis based on the predicted targets showed that the differentially expressed miRNAs were involved in remodeling of the receptive endometrium, including induction of apoptosis by extracellular signals (GO: 0008624) (Fig 6). Other miRNA-gene networks of interest included cell cycle checkpoints (GO: 0000075), vesicle-mediated transport (GO: 0016192), intracellular protein transport (GO: 0006886) and maternal processes involved in female pregnancy (GO: 0060135).

**Fig 5:**
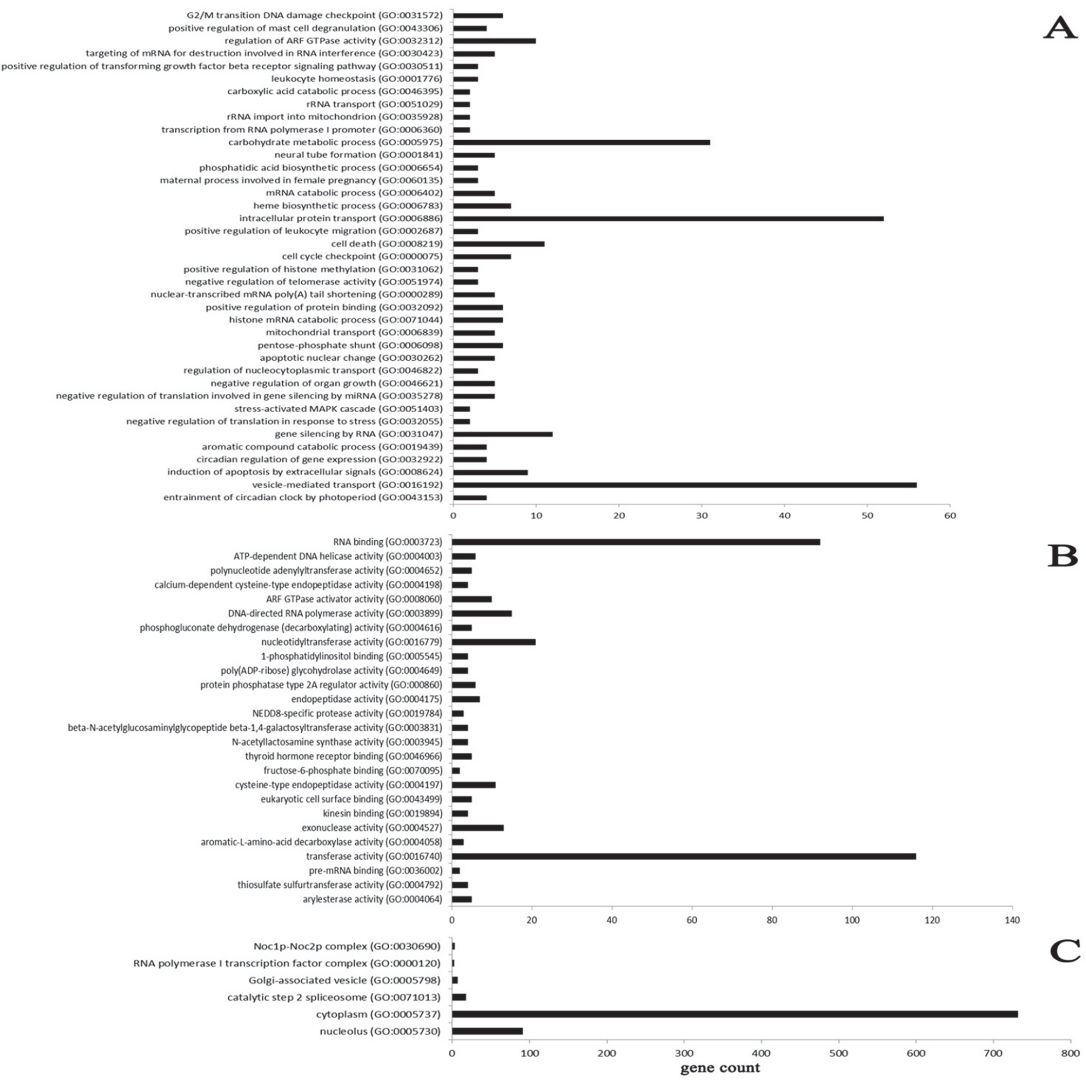
The GO enrichment analysis of predicted targets of differentially expressed miRNAs with *P*< 0.05. Note: A: Biological process, B: Molecular function, C: Cellular component. The GO terms were sorted by the enrichment p-value calculated by the calculating formula:
$$\text{P}=1-\overset{\text{m}-1}{\underset{\text{i }=0}{\sum }}\frac{\left(\frac{\text{M}}{\text{i}}\right)\left(\frac{\text{N}-\text{M}}{\text{n}-\text{i}}\right)}{\frac{\text{N}}{\text{n}}}$$
The N represented the number of GO annotated genes in genome, n represented the number of differentially expressed genes in N. M represented the number of particular GO annotated genes in genome, m represented the number of particular GO annotated genes expressed differentially in M.

**Fig 6:**
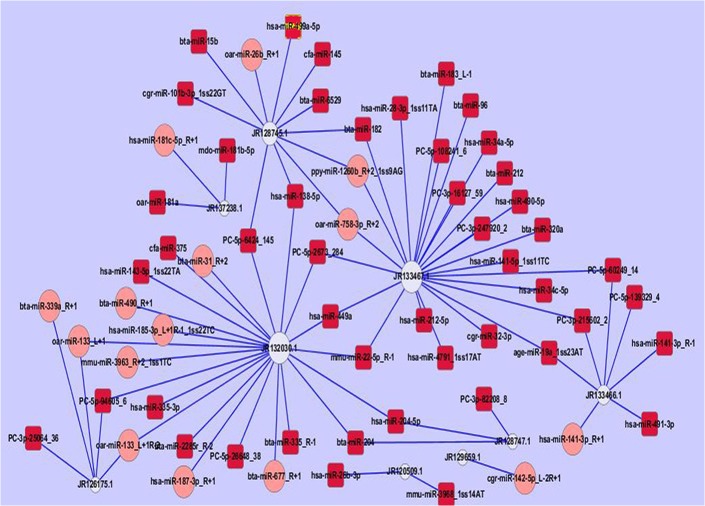
miRNA-gene network of induction of apoptosis by extracellular signals (GO: 0008624). Note: White circular nodes represent genes, and red rectangular and pink rounded rectangle nodes represent miRNAs. The size of the nodes represents the power of the interrelation among the nodes, and edges between two nodes represent interactions between genes. The more edges a gene has, the more miRNAs that interact with it, and the more central a role it had within the network. The top five key miRNAs in the network were miR-449a, miR-182, PC-5p-6424_145, PC-5p-2673_284, and miR-138-5p. The top three key mRNAs’ serial numbers were JR128745.1 (Caspase 8, apoptosis-related cysteine peptidase (CASP8)), JR133467.1 (Y-linked ubiquitin-specific protease 9 (USP9Y)), and JR132030.1 (CD5 molecule (CD5)) in NCBI (National Center for Biotechnology Information).

KEGG pathway annotation showed 1,886 target genes that were annotated for 220 biological processes (S6 Table). Moreover, there were 25 KEGG pathways with P values less than 0.05 (Fig 7). 

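The pathway P-values were recomputed with the hypergeometric test (upper tail) from the gene numbers in the paper's supplementary table, which sets 1886 annotated targets against 32489 annotated genes in 220 pathways. The recomputed test gave 25 pathways with an unadjusted P-value under 0.05, where chance alone gives 11 of 220. After Benjamini-Hochberg adjustment over the 220 pathways, 0 pathways had an adjusted P-value under 0.05. The smallest was 0.0835, for Galactose metabolism (unadjusted P = 0.000473, exact hypergeometric test).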

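For single pathways, the gene numbers in the paper's supplementary table were set against the number expected from all annotated genes. Ubiquitin mediated proteolysis had 84 target genes against 69.0 expected (P = 0.0365, exact hypergeometric test). The T cell receptor signaling pathway had 53 against 40.6 (P = 0.0298) and Fc gamma R-mediated phagocytosis 52 against 39.9 (P = 0.0320, same exact test). Apoptosis had 52 against 37.1 (P = 0.00920) and natural killer cell mediated cytotoxicity 56 against 39.8 (P = 0.00648, same exact test). Adjusted by the Benjamini-Hochberg method over the 220 pathways, these 5 had values from 0.158 to 0.365.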

KEGG pathway analysis based on predicted targets revealed that differentially expressed miRNAs were involved in several pathways affecting the development of endometrium, including ubiquitin mediated proteolysis (84 annotated genes), T cell receptor signaling pathway (53 annotated genes), Fc gamma R-mediated phagocytosis (52 annotated genes) and apoptosis (52 annotated genes) (S6 Table).

**Fig 7:**
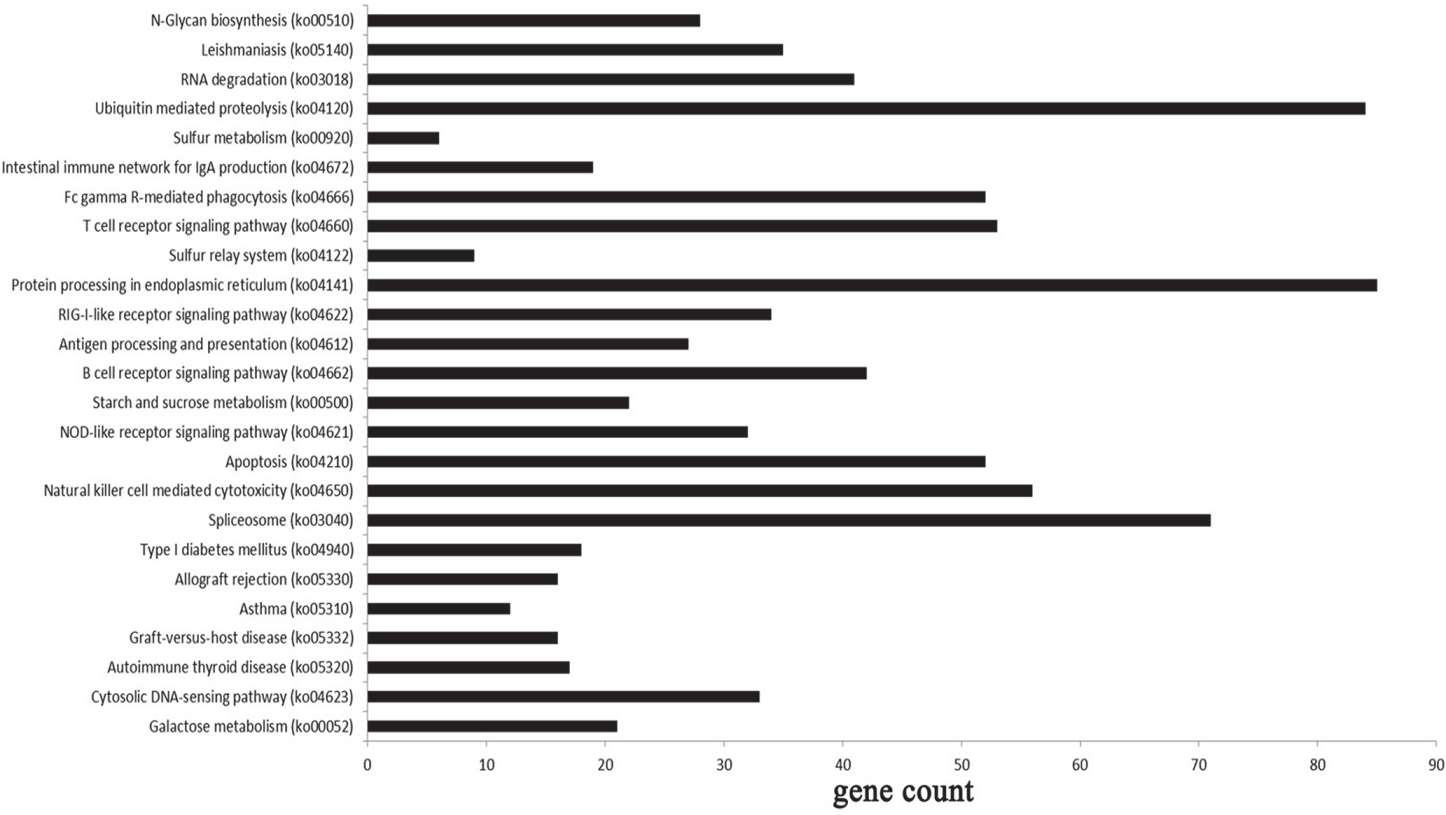
The KEGG pathway analysis of predicted targets differentially expressed miRNAs with *P*< 0.05. Note: The enrichment p-value calculated by the calculating formula:
$$P=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\frac{M}{i}\right)\left(\frac{N-M}{n-i}\right)}{\frac{N}{n}}$$
N was the number of all genes with KEGG annotation, *n* was the number of target gene candidates in N, M was the number of all genes annotated to a certain pathway, *m* was the number of target gene candidates in M.

### Validation of miRNA expression with Stem-loop qRT-PCR

In general, qRT-PCR is considered the standard method to detect gene expression. To validate the reliability of the sequencing data, we applied Stem-loop RT-qPCR to compare the expression levels of the differentially expressed miRNAs and newly identified miRNAs. Five conserved miRNAs (miR-449a, miR-182, miR-200a-5p, miR-187-3p_R+1, miR-183_L-1, miR-216a_R-2 and miR-431_R-3) and ten potential novel miRNAs (PC-5p-6424_145, PC-5p-2673_284, PC-5p-5933_158 PC-5p-20799_45, PC-5p-35677_26, PC-3p-25064_36, PC-3p-82208_8, PC-5p-108241_6, PC-5p-26648_38 and PC-3p-215602_2) were selected due to these miRNAs differential expression between R and P libraries, and may participate in the formation of endometrial receptivity. The expression levels of twelve miRNAs (miR-449a, miR-182, miR-183, miR-187, PC-5p-5933_158, PC-5p-2673_284 and PC-5p-6424_145, PC-5p-20799_45, PC-5p-35677_26, PC-3p-25064_36, PC-3p-82208_8, and PC-5p-108241_6) in the receptive endometrium determined by Solexa deep sequencing or qRT-PCR were higher than those in pre-receptive endometrium (Fig 8). However, Solexa deep sequencing determined that the expression levels of miR-200a in the receptive phase were higher than those in pre-receptive phase, even though the expression levels were nearly equal. 

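The qRT-PCR values themselves were not analysed here, and the sequencing side was taken from the deposited NE values. All 15 miRNAs measured by qRT-PCR were higher in the R library and passed the limits on fold change and P-value. The 95% exact interval of the log2 ratio lay above 0 for 12 of the 15. The primers of the supplementary table were compared with the deposited mature sequences. The end of the reverse transcription primer paired with the 3' end of the mature sequence for all 15 miRNAs, and the forward primer was identical to its start for 14. The forward primer listed for miR-182 differed from the start of bta-miR-182 at 12 of its 16 bases.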

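For hsa-miR-200a-5p, the libraries held 524 reads in R and 34 in P, a log2 ratio of 3.51 (P = 1.38e-141, Fisher's exact test), with an upper 95% exact limit of 4.06.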

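By sequencing, PC-5p-26648_38 had 53 reads in the R library and 8 in the P library, and its log2 ratio of 2.29 had a 95% exact interval of 1.21 to 3.58. For PC-3p-215602_2 the sequencing difference rests on a total of 10 reads.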

What’s more, PC-5p-26648_38 and PC-3p-215602_2 decreased in R library, what were in contrast with the results of Solexa deep sequencing.

**Fig 8:**
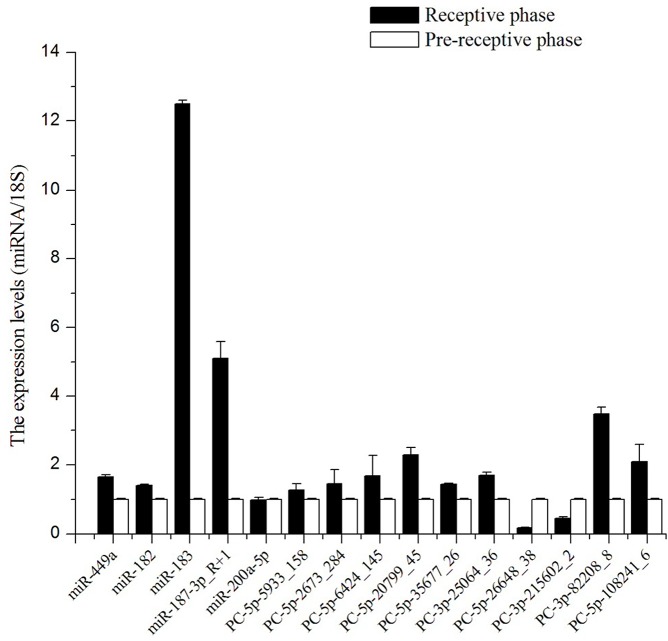
The expression levels of 15 miRNAs were determined by Stem-loop RT-qPCR. Note: *18S* was used as internal control gene for normalization in our experiments. Values were “means ± SD” in receptive endometrium (n = 9) that were relative to pre-receptive endometrium (n = 9), whose values all were 1 in this manuscript because of the method of 2^-ΔΔCt^, ΔΔ Ct = (CT _miRNA_ − CT _18s_) _R_ − (CT _miRNA_ − CT _18s_) _P_.

## Discussion

### Confirmation and comparison of miRNA data

To date, several miRNAs have been identified in the goat [29, 30], but the information of miRNAs on the development of the receptive endometrium remained quite limited. In the present study, we conducted a detailed overview of experimentally identified miRNAs during the ‘window of implantation,’ which is the receptive phase when the endometrium was permissive to embryo implantation [3, 31]. The analysis resulted in 7,717,603 and 6,307,668 small RNA raw reads obtained from the R (receptive) and P (pre-receptive) endometrium libraries, respectively.

After separating out and discarding junk sequences, we obtained 4,233,874 clean reads representing 284,622 unique sequences from the R library and 5,386,427 clean reads representing 139,040 unique sequences from the P library (Table 1). The length distribution showed that more than 90% of the small RNA sequences were primarily distributed in the 19–24 nt range in both libraries (Fig 1), which was consistent with the typical size of mature mammalian miRNA [32]. These results were also consistent with the typical small RNA distribution in mammals, such as cattle [33], sheep [34] and pigs [35]. The size distribution of the small RNAs from receptive and pre-receptive goat endometrium was similar, but there were differences in the length distribution and abundance between the two libraries. Furthermore, the proportion of total rRNA was used for a quality check of the samples. rRNA proportions are usually less than 60% in high quality plant samples [36] and 40% in high quality animal samples [28]. The proportion of total rRNA in our samples was 7.80% and 3.04% in the R and P libraries, respectively, indicating that the collected endometrium samples were of high quality. The above results suggest that the high-throughput sequencing data were highly enriched for small RNA sequences.

Next, we aligned the clean reads to the miRNAs of all known animals in the miRBase 20.0 database (ftp://mirbase.org/pub/mirbase/CURRENT/). A total of 1,284 miRNAs were identified: 632 of these were co-expressed in both libraries, 1,069 miRNAs were detected in the R library and 847 in the P library. Compared with previous research, more conserved miRNAs (1,069 miRNAs in the R library and 847 in the P library) were identified in this study [28, 37]. There are two principal explanations for these results. The first explanation is that the detected clean reads were aligned to the latest database of miRBase 20.0 released in June 2013 in this manuscript, and 3,355 new hairpin sequences and 5,393 new mature miRNAs were added to the database based on miRBase 19.0 [28]. The second explanation is that the two libraries were compared with all animals in miRBase 20.0 because few goat miRNA sequences are included, and thus the reference data were not species-specific.

### Differential expression of miRNAs in receptive and pre-receptive endometrium of goats

To investigate differences in endometrium activity in the receptive and pre-receptive phases, differentially expressed miRNA were identified in the two constructed libraries. 

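Counted by distinct name from the NE values, 219 miRNAs with a P-value under 0.05 in Fisher's exact test were higher in the R library and 100 were lower, including names detected in 1 library alone. The authors' own table of differential expression has 442 entries under 410 names. Of the names past 2-fold in that table, 102 were also called up-regulated here and 30 also called down-regulated. The exact binomial test that follows NE gave 139 higher and 130 lower.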

In the present study, 292 miRNAs were up-regulated and 150 miRNAs were down-regulated in the receptive phase compared with the pre-receptive phase (*P*< 0.05), and there were 110 miRNAs increased at least a 2-fold in expression. *Xia* reported that 28 miRNAs were up-regulated at least two-fold and 29 miRNAs were down-regulated at least two-fold during the receptive phase compared with the pre-receptive phase in the rat uterus [12]. Chakrabarty reported that 32 miRNAs were significantly up-regulated at least 1.5-fold and five miRNAs were down-regulated at least 1.5-fold on day 4 of gestation (receptive phase) compared with day 1 of gestation (pre-receptive phase) in the mouse uterus [3]. There are three possible explanations for the increase in differentially expressed miRNAs identified in this study. The first explanation is the differences in species, as the experimental animal in this study was the dairy goat, while previous studies focused on mice and humans [12, 24], whose endometrium structure was different from goat [38]. The second explanation is that the miRNAs in our two libraries were compared with all animals in the miRBase 20.0, which lacks goat miRNAs, so the reference data were not species-specific [28]. Third, in contrast to traditional miRNA identification methods such as direct cloning and computational prediction, Solexa deep sequencing was performed to discover species-specific or poorly expressed miRNAs. This technique has been widely utilized to identify conserved and novel miRNAs in various species [39, 40]. Thus, more potential miRNAs were identified with the development of new sequencing technology.

The miRNA with the largest differential increase in expression was hsa-miR-449a, which had a 113.2-fold increase in the receptive phase compared with the pre-receptive phase. These results suggest that it might play an important role in regulation of endometrium receptivity in goats. 

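With reads scaled so that the median log2 ratio of the 296 miRNAs with at least 10 reads in both libraries was 0, hsa-miR-449a had a log2 ratio of 6.89. It stood at rank 61 by NE in the R library and rank 272 in the P library. From the size of this increase, the paper proposes that miR-449a might be important for regulating the receptivity of goat endometrium.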

Previously, miR-449a had been identified in various types of cancer tissues where it plays a tumor-suppressive role [41], in part through targeting HDAC1 and activating p27 expression [42]. Lize found miR-449 potently induced apoptosis and up-regulated p53 activity [43]. To date, several targets of miR-449a had been identified, such as CDK6, CDC25a, E2F1, CCND1 and BCL2 [44, 45]. Moreover, Paik reported that down-regulation of miR-449a and subsequent up-regulation of CCND1 and BCL2 was a novel mechanism for cell proliferation [46]. miR-449a directly bound to the seed sequence of the LEF-1 (lymphoid enhancer-binding factor-1) 3’ UTR, causing effective repression of its expression and ultimately leading to a subsequent reduction in Sox 9 gene expression [47]. Altogether, these results suggested that miR-449a potentially participated in regulating dynamic changes in goat uterine gene expression patterns that occur during the transition from the pre-receptive to the receptive phase. These result need to be further validated under well-controlled conditions in animal models.

In addition, bta-miR-182 aroused our interest for it was the highest expressed miRNA in receptive endometrium (NE = 3518.63) and increased 14.55-fold compare with pre-receptive endometrium. 

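By NE, bta-miR-182 ranked 40 in the R library and 123 in the P library. Its log2 ratio was 4.65 when reads were scaled to the clean reads and 5.38 when they were scaled to the listed reads, and it was called up-regulated under each scaling.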

Studies have identified that miR-182 was significantly up-regulated in endometrial carcinoma tissues (EC) compared with complex atypical hyperplasia, simple hyperplasia and normal endometrial tissues [48–50]. Further study suggested that miRNA-182 binds directly to a conserved 8 bp sequence in the 3’-UTR of its target gene transcription elongation factor A-like 7 (TCEAL7), and then promots cell proliferation by targeting the tumor suppressor gene TCEAL7 and modulating the activity of its downstream effectors c-Myc, cyclin D1 and NFκB in EC cell lines compared with normal endometrial epithelial cells [51]. What’s more, considering that EC was an estrogen-dependent malignancy and that miRNAs were shown to be regulated by estradiol [52], the association between miR-182 and receptive endometrium needs further investigation.

### The specific expressed miRNAs in receptive and pre-receptive goat endometrium

Next, we turned our attention to the specific expressed miRNAs. The miRNA with the highest tissue-specific expression was bta-miR-431_R-3 from the R library. 

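Among the 426 names detected in the R library alone, 3 had at least 10 reads. bta-miR-431_R-3 had the most reads of these, at rank 311 by NE among all names of the R library.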

After careful analysis, we found that its sequence was consistent with miR-431, which was initially identified as a central nervous system specific miRNA cloned from the brain tissue of mouse embryos [53]. Wu reported that miR-431 expression induced by nerve injury stimulates regenerative axon growth by silencing Kremen1, an antagonist of Wnt/beta-catenin signaling. Both the gain-of-function of miR-431 expression and knockdown of Kremen1 significantly enhanced axon out growth in murine dorsal root ganglion neuronal cultures [54]. This research suggests that miR-431 might participate in the regulation of endometrial receptivity through the nervous system.

The highly tissue-specific miRNA in the P library was bta-miR-216a_R-2, whose sequence was identical to miR-216a with one mismatch. This miRNA regulates Ybx1 post-transcriptionally, which is a key mechanism for enhanced mRNA translation in kidney cells [55]. 

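Of the names detected in the P library alone, 2 had at least 10 reads. PC-5p-66825_11, a predicted candidate, had 18 reads (20.9 NE), and the exact interval of its log2 ratio lay below -2.57. The other was bta-miR-216a_R-2, at rank 265 by NE among all names of the P library.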

Another target of miR-216a was shown to be the tumor suppressor in lung cancer-1 gene (TSLC1) mRNA through three target sites in its 3’ untranslated region [56]. Moreover, miR-216a plays a relevant role in the pathogenesis of cardiovascular disorders and atherosclerosis [57]. Thus, miR-216a potentially regulates the decidualization of the endometrium in the pre-receptive phase, but this hypothesis requires further study.

### Identification of potential novel miRNAs

One of the most important characteristics that distinguishes miRNAs from other endogenous small RNAs is the capacity of the precursor miRNA sequence to fold back into a canonical stem-loop hairpin structure [58]. In this study, a total of 643 miRNA candidates were identified as having the typical miRNA stem-loop secondary structure. 

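The candidate table gives a hairpin length for each of its 643 entries. These lengths ranged from 50 to 166 nt with a median of 84 nt, and 39 hairpins were longer than 123 nt. The precursor sequences, their GC content and their free energies were not analysed here.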

Precursor sequences ranged from 50 nt to 123 nt in length and could all be shaped into representative stem-loop structures, with the mature miRNA located at either the 5′ or the 3′end. Additionally, the GC content of pre-miRNA ranged from 23% to 77%, and the free energy (dG) ranged from -80.5 kCal/mol to -17.7 kCal/mol; these factors were considered because unstable pre-miRNA structures were required to produce mature single-strand miRNAs [59]. 

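Lengths of the mature sequences were counted in the candidate table. Of the candidates above 10 NE in at least 1 library, 10 were 22 nt and 10 were 19 nt long. There were 4 of 23 nt, 3 of 21 nt, and 2 each of 18 nt, 20 nt and 24 nt. Over all 621 candidates, 132 were 22 nt and 121 were 19 nt long.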

There were 33 novel miRNA candidates with lengths ranging from 18 nt to 24 nt, with the majority at 22 nt. The numbers of these miRNA were shown to be greater than 10. Other miRNAs were not considered for this study because of their low abundance in the goat endometrium.

### GO enrichment and KEGG pathway analyses

Previous studies showed that miRNAs modulated gene expression by inhibiting mRNA translation or regulating mRNA degradation at the posttranscriptional level based on Watson-Crick pairing between the 5’ end of the miRNA (2–8 nt, the “seed” region) and the 3’ un-translated regions (3’ UTR) of target mRNAs [60]. An animal miRNA was predicted to target at least 200 genes on average because of the short length of the seed region [61, 62]. However, 7,608 annotated mRNA transcripts were predicted as putative target genes for the 143 differentially expressed miRNAs in the present study, suggesting a miRNA targeted 53 genes on average. 

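Averaged over the 142 miRNA names of the target table, a miRNA had 618.2 predicted genes, with a median of 578.5. Counting each distinct mature sequence once gave a mean of 611. There were 6 miRNAs with fewer than 200 predicted genes. The 7608 distinct genes divided by the 142 names give 53.6, which leaves aside that a gene can be listed for several miRNAs.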

The small number of predicted target genes may be due to a lack of relevant data on goat genes compared with other animals (i.e., human and rat).

GO is an international standardized classification system for gene function, supplying a set of controlled vocabulary to comprehensively describe the properties of genes and gene products [28]. GO analysis provides insight into the molecular functions of genes in various biological processes [63]. In the present study, GO enrichment analysis revealed that 58.10% of the genes were involved in biological processes, 13.64% of the genes were annotated to intracellular component ontology, and 28.26% of the genes referred to molecular functions. Moreover, the miRNA-gene network further revealed core genes involved in remodeling of the endometrium, such as induction of apoptosis by extracellular signals, cell cycle checkpoint, vesicle-mediated transport, intracellular protein transport and maternal processes involved in female pregnancy.

In organisms, genes usually interact with each other to play different roles in certain biological functions [28]. KEGG pathway analysis could facilitate the understanding of the biological functions of genes [64, 65]. A critical event during embryo implantation is the extensive tissue remodeling at the maternal-fetal interface, which was characterized by cell proliferation, cell migration and cell adhesion [1, 66]. In the present study, ubiquitin mediated proteolysis, natural killer cell mediated cytotoxicity, T cell receptor signaling pathway, Fc gamma R-mediated phagocytosis, and apoptosis were involved in the significantly enriched miRNA-associated pathways in receptive goat endometriums. These significantly enriched pathways might imply that the organism was coping with the criteria of the endometrium phase during the ‘window of implantation’ in goats. 

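Relative to the number expected from all annotated genes, natural killer cell mediated cytotoxicity had 1.41 times as many target genes and apoptosis 1.40 times. The ratio was 1.30 for the T cell receptor signaling pathway and for Fc gamma R-mediated phagocytosis, and 1.22 for ubiquitin mediated proteolysis. Ranked by P-value among the 220 pathways, these 5 stood between rank 9 and rank 22. From the enriched pathways, the paper proposes that the organism adapts to the demands of the endometrium during the window of implantation.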

In summary, GO and KEGG analyses provide a better understanding of the cellular components, molecular functions and biological processes of target genes [30], and provided a reference for future research

### Validation of miRNA expression with Stem-loop RT-qPCR

We performed stem-loop qRT-PCR, which is a reliable method used to detect, measure and validate the expression levels of miRNAs. The expression trends of 8 miRNAs measured by Solexa deep sequencing were consistent with those determined by stem-loop qRT-PCR, but the differences in expression levels between the two methods did not agree well. Moreover, the expression patterns of miR-200a measured by Solexa deep sequencing were opposed to those determined by stem-loop RT-qPCR.

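In the sequencing data hsa-miR-200a-5p had 451 NE in the R library and 39.5 NE in the P library, and it remained up-regulated with a log2 ratio of 3.48 after a pseudocount of 1 NE was added. The paper proposes that differences between the methods explain why qRT-PCR and sequencing diverged for this miRNA.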

This inconsistency might result from differences in the two methods. The expression levels of miRNAs measured by Solexa deep sequencing required the following seven steps: RNA extraction, small RNA fractionation, 5’ adaptor ligation, 3’ adaptor ligation, RT-PCR, sequencing, and data analysis; thus, the information from some sequences might be lost or produce low-quality tags that were filtered during data analysis [58]. Moreover, some miRNAs might be hard to sequence because of their physical properties [67]. Stem-loop RT-qPCR was a new method designed to detect and quantify mature miRNAs in a fast, specific, accurate, and reliable manner [58]. It was designed to quantify miRNAs using three steps: RNA extraction, Stem-loop RT (reverse transcription) and RT-qPCR. Moreover, the stem-loop RT primer contained a highly stable stem-loop structure that lengthened the target miRNA, and the RT product was amplified and monitored in real time by use of a specific forward primer and a universal reverse primer [68]. Thus, Solexa deep sequencing was considered inferior to RT-qPCR in terms of miRNA quantification [58]. Nevertheless, the trends of expression of 12 miRNAs detected by the two methods in our study were consistent, suggesting that the majority of the miRNA expression data could represent actual miRNA expression levels.

## Conclusion

We obtained high-quality miRNA expression profiles from pre-receptive endometrium and receptive endometrium, and predicted 545 known and 33 novel miRNAs in endometrium of dairy goats for the first time. Target gene predictions for the 143 differentially expressed miRNAs, functional annotations and pathway analyses in GO and KEGG databases could contribute to a better understanding of the miRNA mediated regulation of target genes in the development of the endometrium receptivity.

## Materials and Methods

### Ethics statement

All animals in this study were maintained according to the No. 5 proclamation of the Ministry of Agriculture, P. R. China. And animal protocols were approved by the Review Committee for the Use of Animal Subjects of Northwest A&F University.

### Study design and tissue collection

A total of 20 healthy 24-month-old multiparous dairy goats (Xinong Saanen) were induced to estrous synchronization for this study. The first day of mating was considered to be Day 0 of pregnancy. Gestational days 5 and 15 were important time points for the embryo implantation in goats [38]. The experimental goats were observed 3 times daily to ascertained estrous sign and mated naturally twice in estrus. And then the goats were euthanized when the goats lost consciousness caused by intravenous injection of barbiturate (30mg/kg) at gestational day 5 (pre-receptive endometrium) and gestational day 15 (receptive endometrium). Endometrium samples from 10 goats at gestational day 5 and 10 goats at gestational day 15 were obtained from the anterior wall of the uterine cavity. All tissue samples were washed briefly with PBS (Phosphate Buffered Saline) and then immediately frozen in liquid nitrogen.

### Small RNA library construction and sequencing

Total RNA was extracted from every sample using Trizol reagent (Invitrogen, CA, USA) following the manufacturer’s procedure. The total RNA quantity and purity were analysis of Bioanalyzer 2100 (Agilent, CA, USA) and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number> 7.0. Approximately 1 ug of total RNA were used to prepare small RNA library according to protocol of TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). The total RNA with lowest quality was not used for further study from the pre-receptive endometrium samples and receptive endometrium samples, respectively. P library was constructed by mixing the nine samples into three samples with the same concentration, performing the single-end sequencing (36 bp) on an Illumina Hiseq2500 (Illumina, San Diego, USA) thrice at the LC-BIO (Hangzhou, China) following the vendor’s recommended protocol, and R library was constructed in the same way.

Data processing followed the procedures described in a previous study [69] by *LC Sciences Service*. Briefly, the raw reads were subjected to the Illumina pipeline filter (Solexa 0.3), and then the dataset was further processed with an in-house program (ACGT101-miR, LC Sciences, Houston, Texas, USA) to remove adapter dimers, junk, low complexity, common RNA families (rRNA, tRNA, snRNA and snoRNA) and repeats.

### Identification of known miRNAs

Unique sequences 18–26 nt in length were mapped to specific species precursors in miRBase 20.0 (ftp://mirbase.org/pub/mirbase/CURRENT/) by BLAST search to identify known miRNAs and novel 3p’ and 5p’ derived miRNAs. The remaining sequences were mapped to other selected species precursors (with the exclusion of specific species) in miRBase 20.0 by BLAST search, and the mapped pre-miRNAs were further BLASTed against the specific species genomes to determine their genomic locations. The above two were defined as known miRNAs. On the basis of analysis for detected miRNAs, we further analyzed the conservatism of these miRNAs with selected species on frequency for the number in statistics.

### Identification of potential novel miRNAs

Sequencing reads that did not match any known miRNAs were further analyzed to discover novel miRNAs using the characteristic hairpin structure of the miRNA precursor [28, 58]. To determine whether these unmapped small RNA reads were genuine miRNA, the unmapped sequences were BLASTed against the specific genomes, and the sequences containing hairpin RNA structures were predicated from the flanking 80 nt sequences using RNA fold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi/). The criteria for secondary structure prediction were described by Mi and Lian [27, 70].

### Analysis of differential expressed miRNAs

To compare differentially expressed miRNAs in the receptive endometrium (R library) and pre-receptive endometrium (P library) of goats, the expression abundances of miRNAs in the two samples were normalized to obtain the expression of transcripts per 1,000,000. And the formulae was: Normalized expression (NE) = (Actual miRNA count/Total count of clean reads) × 1,000,000.

When the NE of a certain miRNA was 0 in one of the two libraries, we revised the 0 to 0.001 for the comparative, and the miRNA whose NE was less than 1 in both libraries were discarded described in detail previously [28]. The differential expression of miRNA based on normalized counts was analyzed using Fisher’s exact test, and the significance threshold was set to be 0.05 for each test. The fold-change and *P*-value for each miRNA were calculated based on the normalized expression using the formulae as described previously [28] and shown below:

Fold change = Log2 (R−NE/P−NE).

*P*-value formula:

$$P\left(x|y\right)=\left(\frac{N_{2}}{N_{1}}\right)\frac{\left(x+y\right)}{x!y!{\left(1+\frac{N_{2}}{N_{1}}\right)}^{\left(x+y+1\right)}}\overset{C\left(y\leq y_{\text{min}}|x\right)=\sum_{y=0}^{y\leq y_{\text{min}}}p\left(y|x\right)}{\underset{D\left(y\geq y_{\text{min}}|x\right)=\sum_{y\geq y_{\text{max}}}^{\infty }p\left(y|x\right)}{}}$$

N1 and X represent the total number of clean reads and normalized expression level of a given miRNA in the small RNA library generated from P library, respectively, and N2 and Y represent the total number of clean reads and normalized expression level of a given miRNA in the small RNA library generated from the R library, respectively.

### Target genes prediction of differential expression miRNAs

Two computational target prediction algorithms (TargetScan 5.0 c http://www.targetscan.org/cgi-bin/targetscan/data.download.cgi?db=vert.61 and miRanda 3.3a c http://www.microrna.org/microrna/home. do) were used to predict target genes of differentially expressed miRNAs. Only when the target was identified by both programs, it was considered to be the predicted target for a given miRNA.

### GO enrichment and KEGG pathway analysis of target genes

GO enrichment analysis was performed on predicted target gene candidates of differentially expressed miRNA. This method mapped all target gene candidates to GO terms in the database (ftp://ftp.ncbi.nih.gov/gene/DATA/gene2go.gz), calculated gene numbers for each term and used hyper-geometric tests to find significantly enriched GO terms in target gene candidates. The results were compared with the reference gene background and to genes corresponding to certain biological functions.

The calculating formula:

$$P=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\frac{M}{i}\right)\left(\frac{N-M}{n-i}\right)}{\frac{N}{n}}$$

The N represented the number of GO annotated genes in genome, *n* represented the number of differentially expressed genes in N. M represented the number of particular GO annotated genes in genome, *m* represented the number of particular GO annotated genes expressed differentially in M [30]. And then P was less than 0.05 was used as the threshold to judge significant enrichment GO term in this study.

KEGG pathway analysis facilitates the understanding of biological functions of genes [28]. The analysis revealed the main pathways in which the target gene candidates were involved. KEGG pathway analysis (http://www.genome.jp/kegg/) used the same formula as GO analysis to determine target gene candidates. Here, N was the number of all genes with KEGG annotation, *n* was the number of target gene candidates in N, M was the number of all genes annotated in a certain pathway and *m* was the number of target gene candidates in M [30].

The miRNA-gene network was constructed using Cytoscape Software [71] (Cytoscape_v2.8.1, http://www.cytoscape.org/) to analyze the interactions between miRNA and genes. Firstly, the relationship and the interactions between miRNAs and genes were determined by using their differential expression values in the databases of TargetScan 5.0 and miRanda 3.3a. And then we used the random variance model (RVM) corrected t-test (*P*< 0.05) to identify the differently expressed genes and miRNAs from the gene expression profiles. The overlap between the genes whose expression was induced and the target genes whose expression was reduced by miRNA were then chosen to construct the network based on the two respective expression values by using the miRNA–mRNA modules via population-based probabilistic learning methods [72, 73]. A = [ai, j] was defined as the adjacency matrix of miRNA and genes based on the attribute relationships between target genes and miRNA, represented the relationship weight between gene i and miRNA j [74].

### Validation of differential expression miRNAs using Stem-loop RT-qPCR

Stem-loop qPCR was used to validate the known and potential novel miRNAs in present manuscript. Total RNA was extracted using Trizol reagent (TaKaRa, Dalian, China) following the manufacturer’s instructions. Total RNA was converted to cDNA with a Stem-loop primer using the Prime Script RT reagent Kit with gDNA Eraser (TaKaRa, Dalian, China) according to the manufacturer's instructions. The reverse transcription reaction system were: added 5 μl total RNA (800 ng), 2 μl 5× gDNA Eraser Buffer, 1μl gDNA Eraser and RNase-Free dH_2_O to a final volume of 10 ul, incubated the mixture at 65°C for 3 min, and then added 4μl 5× Prime Script Buffer 2 (for real-time PCR), 1μl PrimeScript RT Enzyme Mix 1, 1μl Stem-loop primer and 4 μl RNase-Free dH_2_O to a final volume of 20 ul, incubated the mixture at 42°C for 15 min, followed by 85°C for 5 sec. The cDNA products were diluted 1:10 (v/v) with sterile water.

RT-qPCR was performed using the Bio-Rad CFX 96 Real Time Detection System and SYBR Green PCR Master Mix (TaKaRa, Dalian, China) in a 20 μl reaction according to the manufacturer’s instruction. The PCR mixture included 4 ul cDNA for each miRNA, 2 μl primer mix (10 uM), 10 μl 2× SYBR Green Mix with ROX, and 4 μl RNase-Free dH_2_O. The reaction mixtures were amplified in a 96-well plate at 95°C for 10 min, followed by 40 cycles of 95°C for 10 s, 60°C for 1 min, and all reactions were performed in triplicate. 18S rRNA was used as the reference, and all primers for the Stem-loop RT-qPCR are shown in S7 Table. The relative expression levels of the miRNAs were calculated using the equation N = 2^-ΔΔCt,^ ΔΔ = (CT _miRNA_ − CT _18s_) _R_ − (CT _miRNA_ − CT _18s_) _P_. The Ct (cycle threshold) was defined as the cycle number at which the fluorescence intensity passed a predetermined threshold [75].

### Statistical analysis

All the data were processed with SPSS 17.0 (SPSS Inc., Chicago, IL, USA). One-way ANOVA was used to compare the differences, and the method of the least significant difference (LSD) was used for further analysis, and the differences were considered significant when *P* was <0.05 and very significant when *P* was <0.01.

## Supporting Information

S1 Table Summary of known miRNA in this study. (XLS) Click here for additional data file.

S2 Table Conservation of the identified miRNA with other species. (XLS) Click here for additional data file.

S3 Table Summary of potential novel miRNA in this study. (XLS) Click here for additional data file.

S4 Table Results of predicted targets of differently expressed miRNAs. (XLS) Click here for additional data file.

S5 Table Targets enrichment analysis of GO. (XLS) Click here for additional data file.

S6 Table KEGG significant analysis. (XLS) Click here for additional data file.

S7 Table Stem-loop RT-PCR Primer in this study. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

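Small RNA of the goat endometrium was sequenced from 1 library of the receptive phase (R, day 15) and 1 library of the pre-receptive phase (P, day 5), each made from 9 goats. The deposited tables of known miRNAs, predicted candidates, differential expression, conservation and predicted targets were used, together with the clean read totals and the pathway and primer tables of the paper. Raw reads were not analysed here.

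The authors filtered the reads, matched them to miRBase 20.0 and to the genome, and deposited for each miRNA a normalized signal per library, which the paper calls NE. In these values each read of a library carries the same worth and the worth of a read in R times that in P is 1, so that the values are reads divided by a size factor per library. The fold ratio of R to P, its log2 and an unadjusted P-value in the table of differential expression were also computed by the authors before they were deposited. The paper's methods name Fisher's exact test for this P-value and the header of the table names a chi-square test. The authors' ratio and P-value were used only for a comparison of calls. In the deposited candidate table the library labels are the reverse of those in the table of differential expression and in Table 5, and the candidates were assigned as in the latter.

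Reads were recovered from NE by dividing by the worth of 1 read. A name listed for several precursors (54 known names and 22 candidate names) was counted once, with its NE as listed and its reads summed, and all 76 repeated names had equal values in each entry. A name was detected in a library when its NE was above 0. A difference was called when the P-value of Fisher's exact test (two-sided, rounded reads against the rest of the clean reads) was under 0.05, the absolute log2 ratio of NE was above 1, and NE was at least 1 in 1 library and above 0 in both. Each ratio has a 95% exact (Clopper-Pearson) interval, and shares of a length class and of the most abundant miRNA have Wilson intervals. A library with at most 3 reads of a miRNA was set to 3 reads for the fold, which is then a lower bound for the observed reads but does not include their counting error. The depth was 4233874 clean reads in R and 5386427 in P, and the limit of 3 reads equals 2.58 NE in R and 3.49 NE in P.

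The miRNAs named in the text were fixed before the data were examined: every miRNA that the results or the discussion name and every miRNA of Table 7, and, among the miRNAs called, the 5 with the largest log2 ratio up and the 5 with the largest log2 ratio down that had at least 10 reads in the library where they were lower. bta-miR-449b_R+4, PC-5p-117279_6, PC-5p-66825_11, bta-miR-15b, PC-5p-91245_7 by its targets, bta-miR-2284x_R+1, the abundant members of the lists and the miRNAs called in 1 of the compared tables alone were chosen after their values were seen.

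The calls were tested on simulated data before they were made on the deposited values. Of 515 names drawn from the observed values, 200 were changed by 4-fold. All 120 changed names with at least 40 reads were called, as were 156 of the 200. Of the 315 unchanged names, 2 were called and 10 had a P-value under 0.05. The simulated reads were random (Poisson) draws in proportion to the clean reads, and their fold followed the clean reads as well. The calls on the deposited values pair the same test with folds of NE, which differ by a shift of 0.78. That mismatch was not simulated, nor was spread between goats or from PCR, so the simulated rates do not cover them. The intervals held the true value for 97.9% of names. Of 100 random lists, 8 lay outside the central 95% of their percentiles.

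Lists of miRNAs known from epithelium, ciliated epithelium, muscle, fibroblasts, blood cells and endothelium, and of database entries that match rRNA or tRNA, were fixed from general knowledge after Table 6 had been read and before the deposited values were examined, as were the sequences ending in CCA and those of 18 or 19 nt. The median log2 ratio of each list was placed among 10000 random lists of the same size, each member drawn from the 40 tested names nearest in mean expression. A further list, the sequences of 18 or 19 nt with at least 10 reads, was added after seeing the data.

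Pathway P-values were recomputed with the hypergeometric test, with Benjamini-Hochberg adjustment over 220 pathways. Primers were compared base by base with the mature sequences. The alternatives were other scalings (clean reads, listed reads, median log2 ratio set to 0), other filters, other treatments of 0, other tests (exact binomial, negative binomial with an assumed coefficient of variation of 0.4 between pools, exact limit beyond 2-fold), adjusted P-values, and counting by entry, name or sequence. The precursor lengths, GC contents and free energies were to be recomputed by folding, which was not run because precursor sequences were not used here. Gene ontology terms were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.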

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

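The tests named in this part were chosen after the result was seen. Among the names detected in 1 library alone with at least 10 reads, 2 of the receptive library are not discussed in the paper and exceed the 3 reads that a count of 0 allows in the pre-receptive library.

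bta-miR-449b_R+4 had 14 reads in the R library (12.0 NE) and 0 in the P library, and against 3 reads was at least 3.45-fold higher in R before counting error (P = 1.02e-05, Fisher's exact test), with an exact interval of the log2 ratio from 1.29. PC-5p-117279_6 had 11 reads in R (9.46 NE) and 0 in P, and was at least 2.71-fold higher on the same terms (P = 0.00012, same exact test), with an exact interval from 0.89. These P-values cover counting error between 2 libraries, and 426 names were detected in R alone, so that the names with the most reads among them were selected from many.

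Multiplied by the 1208 names listed, the P-values of Fisher's exact test become 0.0124 for bta-miR-449b_R+4 and 0.145 for PC-5p-117279_6, so that counting error with selection stays open for PC-5p-117279_6. These products rest on the clean reads. The scale of NE sets every log2 ratio lower by 0.78, and no product was taken on it, so selection is not settled for bta-miR-449b_R+4 either. bta-miR-449b_R+4 belongs to the list of ciliated epithelium, as does hsa-miR-449a, and shares 20 bases in a row with it, of the 22 bases of hsa-miR-449a. A larger share of epithelium in the receptive tissue may have contributed to bta-miR-449b_R+4, but the median of the ciliated list stood at percentile 96.2 of matched random lists, short of the limit set for it, which leaves this open. Reads of the abundant hsa-miR-449a assigned to its paralog were not tested. For PC-5p-117279_6 no other technical explanation was tested, and no list holds it. A difference between the phases stays open for both, untested, since there is 1 library per phase.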

How the results depend on the processing

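All alternatives were fixed before the data were examined except 2, which were chosen after seeing the data: scaling to the listed reads without the most abundant pre-receptive miRNA, and reading the candidate table by its own column labels. No paired analysis was possible because there is 1 library per phase and the goats of the phases differ.

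Counts of detected miRNAs depended on the reads required, because many names had few reads. Counting by entry or by sequence in place of names kept each count within 1.5 times its value. Requiring 3 reads kept the counts of known miRNAs in that range, but left 100 of 470 candidates in the receptive library, 59 of 280 in the pre-receptive library, 116 of 621 in all and 43 of 129 in both. Known miRNAs and candidates together then numbered 500 in R, 437 in P and 547 in all. Requiring 10 reads left 324 known miRNAs in R, 287 in P, 333 in all and 278 in both, and 33, 26, 41 and 18 candidates in the same order. Together these were 357, 313, 374 and 296. By its own column labels, the candidate table gave 280 candidates in R and 470 in P. The candidates above 10 NE numbered 33, and 16 when both libraries had to pass.

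Scaling changed how many miRNAs were called in each direction. From 103 up and 40 down (72.0% up), the calls went to 180 up and 22 down (89.1% up) with the clean reads as the total, to 233 up and 12 down (95.1% up) with the listed reads, and to 200 up and 20 down (90.9% up) with the listed reads without aja-miR-143_1ss22GT. Naming the clean reads for the test as well gave the identical calls, because Fisher's exact test already uses these totals, so that this alternative tests nothing further. These scalings add 0.78, 1.52 and 1.07 to every log2 ratio. Setting the median log2 ratio to 0 gave 109 up and 38 down. The most abundant miRNAs, those past the paper's limit in both libraries, numbered 5 with the deposited values, 0 with the clean reads as the total and 1 with the listed reads. The paper states this limit in reads, and all 5 also passed it by recovered reads. The other 2 scalings give reads per 1000000, which is another unit.

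The test mattered as well. The negative binomial test with an assumed coefficient of variation of 0.4 called 43 up and 24 down, and the exact limit beyond 2-fold 49 up and 30 down (62.0% up). The exact binomial test called 82 up and 55 down (59.9% up). No filter, a minimum of 10 NE, 0 set to 0.001, a pseudocount of 1, adjusted P-values, distinct sequences and the candidate table's own labels left the calls between 81 and 129 up and between 34 and 46 down.

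Among 45 results for single miRNAs, all 45 kept direction and call with the median log2 ratio set to 0, and 44 did so with a pseudocount of 1, under which hsa-miR-138-5p no longer passed. With the clean reads as the total, 41 were unchanged, 1 was weaker, 1 stronger and 2 reversed: PC-5p-21767_42 (log2 ratio 0.21) and oar-let-7a (0.22). With the listed reads, 36 were unchanged, 2 weaker, 1 stronger and 6 reversed: PC-5p-21385_42 (0.67), PC-5p-21767_42 (0.94), PC-5p-32617_26 (0.21), PC-5p-63323_12 (0.58), oar-let-7a (0.96) and oar-miR-26a (0.31). These reversals follow from the shift that the scaling adds to every miRNA. hsa-miR-449a and bta-miR-182 kept direction and call under all 4 alternatives, with log2 ratios between 6.74 and 8.34 and between 3.86 and 5.38.

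The number of predicted genes was the same by gene and by transcript identifier, and the mean number per miRNA stayed within 1.5 times of 618.2. The recomputed pathway test left 25 pathways, and Benjamini-Hochberg adjustment left 0, against 25 at an unadjusted P-value under 0.05. The alternatives for precursor free energy were not run, since precursor sequences were not used here. Depth limits the results for 41 of the called miRNAs, which had at most 3 reads in the lower library, so that the size of their change is known only within wide limits.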

Differences from the paper's values

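The paper gives 53 as the average number of predicted genes per miRNA, and the mean over the miRNAs of the deposited target table was 618. None of the alternatives set before the data were examined closed the gap, with a median of 578.5 over miRNAs and a mean of 611 over distinct sequences. The number of distinct genes divided by the number of miRNAs, a different quantity, was 53.6. For oar-miR-133_L+1, the deposited target table held 485 predicted genes, fewer than the paper's Table 7 gives.

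For miRNAs with a P-value under 0.05 and a fold change between 0.5 and 2, the paper gives 231, and 145 names were found here. With the exact binomial test there were 110, which did not close the gap, and the other alternatives were not applied to this count. In the authors' deposited table of differential expression, 217 names lie in this range.

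Of 145 names read from the paper's Table 6, 133 were called here and 12 were not, and 10 names called here are not in Table 6. bta-miR-431_R-3 and bta-miR-216a_R-2 were not called because they are at 0 in 1 library, and with 0 set to 0.001 or a pseudocount of 1 they were called. PC-3p-247920_2, PC-5p-125235_4, PC-5p-94605_6, bta-miR-671_R+1, hsa-miR-377-3p and ssc-miR-671-5p, with 5 reads in R and 1 in P (P = 0.0935, Fisher's exact test), and hsa-miR-4791_1ss17AT (P = 0.150, same exact test) are up-regulated in the paper. The exact binomial test did not call them either. age-miR-19a_1ss23AT, bta-mir-2285m-3-p5_1ss1AG and hsa-miR-499a-5p are down-regulated in the paper and had P = 0.110, 0.189 and 0.268 in Fisher's exact test. The exact binomial test called all 3.

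In the discussion, miR-182 is described as the highest expressed miRNA of the receptive endometrium, and by NE bta-miR-182 ranked 40 in the R library. Most of the candidates above 10 NE are described as 22 nt long, and 10 of 33 were 22 nt and 10 were 19 nt. bta-miR-216a_R-2 is described as the miRNA with the high library-specific expression in P, and PC-5p-66825_11 had more reads in P alone (18 against 16). The longest precursor in the discussion is 123 nt, and 39 of 643 hairpins in the deposited table were longer, up to 166 nt.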

Other observations

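The tests for the shares of muscle and epithelium, for sequencing depth, for the clean reads outside the known miRNAs, for the scaling of the test against that of the fold change and for the reads of the candidates measured by qRT-PCR were chosen after the result was seen, and so were the use of the median log2 ratio in the test of the authors' scaling and the exact test for the lengths of the candidates. The others were chosen before.

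More miRNAs were called up than down in the receptive library. With the median log2 ratio set to 0 the ratio of up to down calls was 2.87, but that scaling adds only 0.07 to the deposited log2 ratios and the others raise them further, so that the authors' scaling cannot be told apart from other causes. Nor can the large share of aja-miR-143_1ss22GT in P. With it left out of the listed reads the ratio was 10.0, and that scaling by itself adds 1.07 to every deposited log2 ratio. That Fisher's exact test and the fold change rest on different scalings may contribute, but this cannot be told apart from the choice of scaling. When both followed NE in the exact binomial test, the miRNAs past the P-value threshold numbered 139 higher and 130 lower, a ratio of 1.07, and those also past 2-fold 82 up and 55 down, a ratio of 1.49. The median log2 ratio on that scale is -0.07, so that near equal numbers follow largely from the centring. When both followed the clean reads, the calls were 180 up and 22 down. A difference between the phases stays open, untested.

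miRNAs known from muscle were lower in the receptive library. Of the 12 tested members of the list 11 had fewer reads and a lower NE in R, 10 of them called, and hsa-miR-499a-3p_R+1 had 1 read in each library, so that its log2 ratio of -0.44 is that of the size factors alone. The scaling matters here, since with the clean reads as the total 1 of the 12 was higher and with the listed reads 3 were. Their median log2 ratio was -2.93 (-2.15 with the clean reads and -1.41 with the listed reads as the total), at percentile 0 of 10000 matched random lists. Setting members at or under 3 reads to 3 reads left the median at -2.93. The abundant members went the same way, cfa-miR-145 from 11339 NE in P to 2123 in R (log2 ratio -2.42) and oar-miR-133_L+1 from 3558 to 145. Table 7 holds 6 members, and the 6 others, hsa-miR-499a-3p_R+1 among them, had a median of -1.45. All 12 were detected in both libraries. The list was fixed after Table 6 had been read, which holds 10 of the 12, so that the percentile rests mostly on miRNAs already seen to change. Of the 2 outside Table 6, hsa-miR-145-3p_L-2R+1 was lower, with a log2 ratio of -1.62 (95% exact interval -1.78 to -1.47). The other, hsa-miR-499a-3p_R+1, says nothing, so that 1 unseen member bears on the pattern. The log2 ratio of hsa-miR-145-3p_L-2R+1 rises by 0.78 with the clean reads as the total. With the listed reads as the total it rises by 1.52, which brings it near 0. A larger share of muscle in the pre-receptive tissue may explain this, but it cannot be told apart from a lower expression in the same cells at day 15, and the phase itself stays open and untested.

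miRNAs known from epithelium were higher in the receptive library under each of the scalings. All 13 tested members were higher, 11 of them called, with a median log2 ratio of 3.04 (2.77 with floors of 3 reads) at percentile 100. hsa-miR-141-3p_R-1 rose from 5791 to 28337 NE (log2 ratio 2.29), and cgr-miR-200c from 316 to 1556. Table 7 holds 7 members, and the 6 others had a median of 2.29. Table 6, read before the lists were fixed, holds 11 of the 13, and the 2 outside it had too few reads to tell, hsa-miR-200c-5p_L+1R-1 with 2 reads in R and 1 in P and hsa-miR-205-3p_R+1_1ss19TC with 3 and 1. The ciliated list (5 tested, all higher, 1 in Table 7 and 3 in Table 6) had a median of 1.35 at percentile 96.2, short of the limit set for it, and hsa-miR-34c-5p rose from 1090 to 2778 NE. A larger share of epithelium in the receptive tissue may explain the pattern, and it cannot be told apart from a change within the same cells, since 1 of the lists passed and the other did not, and most members had been seen to change. A lower share of muscle raising all other cell types alike is argued against, since the epithelium median exceeded the highest of the fibroblast, blood and endothelium medians by 2.52. Fibroblasts had a median of -0.05 (7 tested, percentile 60.0), blood cells 0.35 (8 tested, percentile 88.5, median -0.04 with floors of 3 reads) and endothelium 0.52 (4 tested, percentile 80.1, 1 of them also 18 or 19 nt long). Their abundant members were oar-miR-199a-3p (84822 NE in P and 82015 in R), cgr-miR-486-5p (8073 and 5052) and hsa-miR-126-5p (14955 and 23369). Among the 8 tested for blood cells, aja-miR-144 and hsa-miR-144-3p had the same reads, as did cgr-miR-144_L+2R-3 and hsa-miR-144-5p_L+2R-3, so these are not separate measurements. Of the 8 names, 5 were higher and 3 lower in R, and 2 were called up. These 2 were cgr-miR-142-5p_L-2R+1 (2524 NE in P and 5689 in R) and cgr-miR-142-3p_L+1R+1 (185 and 423). The median of -0.04 with floors for blood cells follows from ssc-miR-451_L+3R-1, with 2 reads in R and 1 in P, which the floor sets to the ratio of the size factors. Without this name the median with floors was 0.35.

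Entries that match rRNA or tRNA were higher in the receptive library. The median of the 12 tested entries was 1.94 (percentile 100), with 11 higher, all called, and 1 lower, and with the clean or the listed reads as the total 11 were again higher and 1 lower. The list was fixed after Table 6 had been read, which holds 11 of the 12, so that the percentile rests on entries already seen to change. The entry outside it, oan-miR-1386_L+2R-1, is the lower one, with 1 read in R and 3 in P. None of the 12 is in Table 7, and 8 of them also belong to another list, as do 6 of the 9 tested sequences ending in CCA. The sequences ending in CCA had a median of 2.02 (percentile 99.9), or 1.56 with floors of 3 reads, and Table 6 holds 6 of these 9. With some but not all of the 7 names at 0 in 1 library added, 12 names in all, the median with floors was 1.00. More degraded RNA in the receptive library may explain this, and the paper's read classes also gave a larger share of rRNA in R (7.80% of raw reads against 3.04%). The third list set for the test, 45 tested sequences of 18 or 19 nt, had a median of 0.05 (-0.37 with floors of 3 reads) at percentile 84.7, within the random lists, so that degradation cannot be told apart from a change of these RNAs in the tissue. The floor itself lowers the median, since 12 of the 45 had under 3 reads in both libraries and take the ratio of the size factors. With such names left out and names at 0 in 1 library added, 48 names in all, the median with floors was 0.01. Among the 18 tested sequences of 18 or 19 nt with at least 10 reads, a list chosen after seeing the data, the median was 1.22 (percentile 99.8).

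More candidates were detected in the receptive library (470 against 280). Depth in clean reads is argued against, since R had 0.786 times the clean reads of P. Raw reads went the other way, with 7717603 in R and 6307668 in P. More clean reads outside the known miRNAs (2329632 in R and 1339795 in P) is argued against as the whole cause, since after the candidates' receptive reads were thinned to 57.5%, 342 candidates were listed on average over 1000 draws (324 to 359), still above 280. Per clean read outside the known miRNAs the numbers were nearly equal, 202 in R and 209 in P for 1000000 such reads, so that these reads stay open as a part of the cause. Degraded RNA may add candidates in R. Of the 341 candidates listed in R alone, 33.1% were 18 or 19 nt long (95% Wilson interval 28.4% to 38.3%), against 23.8% of 151 in P alone (17.7% to 31.2%). The difference of 9.30 percentage points is consistent with that explanation (P = 0.0433, Fisher's exact test, two-sided, chosen after the shares were seen). Candidates of other lengths were also more numerous in R alone (228 against 115), and a difference between the phases stays open, untested.

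PC-3p-215602_2 and PC-5p-26648_38 were lower in R by the paper's qRT-PCR and higher by sequencing. Low read numbers may account for PC-3p-215602_2, whose lower 95% exact limit of the log2 ratio was -0.12. For PC-5p-26648_38 they are argued against, with a lower limit of 1.21. Other differences between the assays were not tested.

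The forward primer that the paper's primer table lists for miR-182 is contained whole in bta-miR-2284x_R+1, which had 1317.5 reads in R and 1643 in P and a log2 ratio of -0.75 (95% exact interval -0.86 to -0.65). Its last 12 bases occur in 7 listed names, with 1363.7 reads in R and 1716.6 in P and a summed log2 ratio of -0.77. With the clean reads as the total, a shift of 0.78 brings this ratio near 0. Which sequence was amplified was not tested.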
